# Astrocytes and neurons share region-specific transcriptional signatures that confer regional identity to neuronal reprogramming

**DOI:** 10.1126/sciadv.abe8978

**Published:** 2021-04-07

**Authors:** Álvaro Herrero-Navarro, Lorenzo Puche-Aroca, Verónica Moreno-Juan, Alejandro Sempere-Ferràndez, Ana Espinosa, Rafael Susín, Laia Torres-Masjoan, Eduardo Leyva-Díaz, Marisa Karow, María Figueres-Oñate, Laura López-Mascaraque, José P. López-Atalaya, Benedikt Berninger, Guillermina López-Bendito

## Abstract

Neural cell diversity is essential to endow distinct brain regions with specific functions. During development, progenitors within these regions are characterized by specific gene expression programs, contributing to the generation of diversity in postmitotic neurons and astrocytes. While the region-specific molecular diversity of neurons and astrocytes is increasingly understood, whether these cells share region-specific programs remains unknown. Here, we show that in the neocortex and thalamus, neurons and astrocytes express shared region-specific transcriptional and epigenetic signatures. These signatures not only distinguish cells across these two brain regions but are also detected across substructures within regions, such as distinct thalamic nuclei, where clonal analysis reveals the existence of common nucleus-specific progenitors for neurons and astrocytes. Consistent with their shared molecular signature, regional specificity is maintained following astrocyte-to-neuron reprogramming. A detailed understanding of these regional-specific signatures may thus inform strategies for future cell-based brain repair.

## INTRODUCTION

The development of neuronal diversity is central for the organization and function of the central nervous system (CNS). This diversity is largely determined by specific transcriptional programs already expressed at the progenitor stage (*1*–*7*). These programs can undergo temporal regulation, allowing for sequential generation of different progeny from the same original progenitor (*4*, *8*). The most drastic case of this temporal regulation occurs at the switch of progenitors from neurogenic to gliogenic competence (*9*). Moreover, transcriptional programs are also diversified across brain regions to reflect the positional identity of the progenitors. Pioneering work in the spinal cord suggests that the diversification of astrocytes might follow the same organizing principle of positional identity (*10*, *11*). This notion has recently received further support by clonal analyses and single-cell transcriptomics that unveiled highly characteristic distributions of heterogeneous astroglia within and across brain regions (*12*–*15*). However, given that neurons and astroglia are generated from the same germinal zones, they could share common molecular signatures, reflecting their origin and potentially acting to coordinate region-specific developmental features. Here, we address this possibility and report that thalamic and cortical astrocytes exhibit region-specific transcriptional and epigenetic signatures, which are shared with the neurons generated within the same thalamic or cortical progenitor domain but not beyond. These shared signatures confer a remarkable degree of regional specification for astrocyte-to-neuron reprogramming induced by the proneural factor Neurogenin 2. Last, manipulating the regional-specific code in defined astrocyte populations redirects reprogramming toward neurons of different, yet predictable, regional identity.

## RESULTS

### Shared gene expression signatures between astroglia and neurons

To test the hypothesis that astrocytes and neurons generated within the same brain region share molecular signatures unique to this region, we set out to identify differentially expressed genes (DEGs) between astrocytes of the thalamus and cortex, performed a similar analysis between thalamic and cortical neurons, and then searched for potential overlap among the two sets of DEGs. Toward this, we performed bulk RNA sequencing (RNA-seq) on astrocytes isolated from the thalamus [comprising dorsolateral geniculate (dLG), ventral posteromedial (VPM), and ventromedial geniculate (MGv) nuclei] and primary somatosensory cortex (S1) using astrocyte reporter mice (*Gfap::Gfp*) (*16*) at postnatal day 7 (P7) (Fig. 1A and fig. S1A) after the peak of astrogenesis (*17*). 

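Each of the 17 astrocyte libraries was made from the pooled tissue of 4 brains of P7 *Gfap::Gfp* mice, in which astrocytes carry green fluorescent protein and can be purified by FACS. The cortex gave 4 libraries and the thalamus 13, of which 5 came from the dLG, 4 from the VPM, and 4 from the MGv. The authors deposited for each library the number of reads counted on each gene, without normalization. They had trimmed the adapters, mapped the single-end reads to the mouse genome GRCm38 with STAR, and counted them on Ensembl genes with featureCounts. Counts are listed by Ensembl identifier for 26556 genes, each with at least 10 reads over the 17 libraries together. The total per library ranged from 18213687 to 50366363 counts, with a median of 20936914.5 in the cortex and 20360031 in the thalamus. Cortex replicate a held the highest total, which was 2.46 times the median of the other libraries. Between 17749 and 23365 genes were detected per library. A level of 3 counts corresponds to between 0.0596 and 0.165 CPM (counts scaled to the size of the library), and levels at or under 3 counts are treated as not detectable at this depth. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Expression is given as CPM scaled by edgeR’s TMM method, as mean ± SD over libraries. Thalamic and cortical libraries were compared with edgeR’s quasi-likelihood test and Benjamini-Hochberg (BH) adjustment over the 17856 genes that passed edgeR’s filter on low counts. Log2 fold changes (log2FC) are thalamus over cortex, and their standard errors (SE) are the size of the log2FC divided by the square root of the test’s *F* statistic. Gene positions are those of GRCm38 in Ensembl release 96. The first 3 digits of the library numbers in the sample labels divide the libraries into 3 series. The largest series holds all 4 MGv libraries and 2 libraries each of the cortex, the VPM, and the dLG. Another series holds the other 2 libraries of the cortex and of the VPM and 2 of the dLG, and dLG replicate c is the only library of the remaining series. According to the paper’s methods, all libraries were sequenced together in a single flow cell. The neuronal libraries are not analysed here.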

As for the analysis of neurons, we performed RNA-seq on neurons isolated from the thalamus at P0 using a *Gbx2-CreER::Tomato-floxed* thalamic reporter mouse, where early postmitotic thalamic neurons are labeled (fig. S1B) (*18*). 

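*Aqp4*, which lies on chromosome 18 from 15389496 to 15410982 and encodes a water channel, was at 1560 ± 114 CPM (SD, n = 4) in the cortex and 1932 ± 508 CPM (SD, n = 13) in the thalamus. Its log2FC was 0.31 (SE 0.20, adjusted p = 0.404, edgeR’s quasi-likelihood test with BH adjustment). Among single libraries, *Aqp4* ranged from 873 to 3049 CPM, with both extremes in the MGv. *Aldh1l1*, on chromosome 6 from 90486427 to 90600203, encodes an enzyme of folate metabolism. It was at 564 ± 32.6 CPM (SD, n = 4) in the cortex and 605 ± 171 CPM (SD, n = 13) in the thalamus, a log2FC of 0.10 (SE 0.20, adjusted p = 0.831, same test). Other annotated genes overlap 13.4% of its exonic length, and the paper’s text does not state whether the counting used the strand. Neither gene passed the threshold under any of the 21 alternative settings. Of 8 astrocyte marker genes, 3 differed between the regions and each was higher in the cortex. *Aldoc* had a log2FC of -1.04 (adjusted p = 2.0e-05) and *Slc1a2* one of -1.16 (adjusted p = 0.0014), both from the same test, and the third was *Slc1a3*.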

By intersectional analysis within these astrocytic datasets, we first identified genes specifically expressed by astrocytes irrespective of their region of origin (e.g., *Aqp4* and *Aldh1l1*; fig. S1C). As for neurons, we used canonical genes conserved in all neuronal subtypes (e.g., *Rbfox3* or *Nefm*; fig. S1C) [see (*19*–*21*)]. 

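The neuronal genes *Rbfox3* and *Nefm* were both detected in every one of the 17 astrocyte libraries. *Rbfox3*, on chromosome 11 from 118489762 to 118911597, encodes a neuronal splicing factor. It was at 38.1 ± 5.68 CPM (SD, n = 4) in cortical and 16.5 ± 7.74 CPM (SD, n = 13) in thalamic astrocyte libraries, a log2FC of -1.21 (SE 0.29, adjusted p = 0.0112, edgeR’s quasi-likelihood test with BH adjustment). *Nefm* encodes a neurofilament and lies on chromosome 14 from 68082590 to 68124846, where 19.2% of its exonic length is shared with *Nefl* on the opposite strand. It was at 16.3 ± 3.04 CPM in cortical and 79.9 ± 42.5 CPM in thalamic libraries, a log2FC of 2.29 (SE 0.47, adjusted p = 0.00346, same test). The median over genes of their median level in the 17 libraries was 715 CPM for the 8 astrocyte marker genes and 105 CPM for 10 neuronal marker genes. For 7 oligodendrocyte lineage genes it was 642 CPM. Medians of single genes ranged from 3.47 to 3259 CPM in that list and from 84.9 to 1793 CPM among the astrocyte genes. Levels of different genes do not measure the share of RNA from each cell type. Of 40 marker genes of astrocytes, neurons, and other cell types, 37 could be tested and 8 differed between the regions, as did 8 when the adjustment ran over the list alone. DESeq2 in place of edgeR moved this number most, to 11.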

The unambiguous expression pattern of these genes support the specificity of the *Gfap::Gfp* and *Gbx2-CreER::Tomato-floxed* mouse lines used for isolation of astrocytes and thalamic neurons, respectively (fig. S1, A to D). 

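For the PCA, counts were transformed with DESeq2’s regularized logarithm without regard to the groups, and the 500 most variable genes were used, centred and not scaled. The paper’s text does not state the number of genes. PC1 held 54.4% and PC2 16.1% of the variance of the 17 libraries. The PC1 scores were 24.4 ± 1.62 (SD, n = 4) for the cortex, -10.03 ± 1.95 (SD, n = 5) for the dLG, -6.15 ± 0.69 (SD, n = 4) for the VPM, and -5.70 ± 1.98 (SD, n = 4) for the MGv. The lowest cortical score was 22.2 and the highest thalamic score -3.51. In a 2-sided exact permutation test over the 2380 ways to choose 4 of the 17 libraries, this difference had p = 0.00042, the smallest that the design allows. On PC2 the regions did not separate (p = 0.947, same exact test), whereas the VPM at -10.8 ± 2.28 and the MGv at 9.86 ± 4.07 did not overlap. The share of PC1 moved most when all genes with at least 10 counts were used, to 32.0%. The regions lay apart on PC1 in each of the other transformations and gene numbers tried and with each library left out.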

A principal components analysis (PCA) revealed that thalamic and cortical astrocytes clustered according to their anatomical origins (Fig. 1B). Moreover, a differential expression analysis (DEA) revealed 1675 versus 1287 DEGs enriched in the thalamus and cortex, respectively (Fig. 1C). 

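With adjusted p under 0.1, 974 genes were higher in thalamic and 1059 in cortical astrocytes, out of 17856 genes tested. A log2FC of more than 1 in size was found for 525 of the thalamic and 525 of the cortical DEGs, while the median log2FC over all genes tested was 0.02. For 300 of the 974 thalamic DEGs, the lowest of the 13 thalamic libraries lay above the highest of the 4 cortical ones, and for 528 of the 1059 cortical DEGs the reverse held. By chance, 0.0420% of all genes would separate the libraries in a given direction, but a higher share is expected among DEGs, which were called on the same libraries. With each library left out in turn, the number ranged from 523 to 1196 for the thalamus and from 616 to 1224 for the cortex. Apart from leaving out a library, the alternative that moved the thalamic number most was DESeq2, with 1704 genes higher in the thalamus and 1258 in the cortex, among which were 974 and 1030 of those called with edgeR. With the library number series as a covariate, 1039 genes were higher in the thalamus and 1189 in the cortex. On counts simulated for these libraries with 200 changed genes, edgeR recovered 70.5% of the 190 changed genes that it tested, with 9.46% false among 148 calls. DESeq2 recovered 74.5% of the 200, with 25.5% false among 200 calls. Far fewer genes were changed in this simulation than were called on the real libraries, and it held no differences between nuclei. These false shares thus do not carry over to the numbers of DEGs above.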

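The 5 thalamic DEGs with the lowest p-values among those without overlap between the regions were *C1ql2*, *Otx2*, *Irx2*, *Agt*, and *Irx5*. *C1ql2*, on chromosome 1 from 120340582 to 120343174, was at 75.5 ± 11.3 CPM in the thalamus (SD, n = 13) and 6.15 ± 0.761 CPM in the cortex (SD, n = 4), a log2FC of 3.62 (SE 0.16, adjusted p = 7.0e-12, edgeR’s quasi-likelihood test with BH adjustment). *Otx2*, a transcription factor gene on chromosome 14, was at 65.0 ± 19.0 CPM in the thalamus. No cortical library had more than 1 *Otx2* count, so its level was at least 437-fold higher in the thalamus. The transcription factor genes *Irx2* and *Irx5* had log2FC of 6.39 and 8.76, and *Agt* one of 3.88. The 5 cortical DEGs chosen in the same way were *Gm29260*, *Fezf2*, *Tspan7*, *Mpped1*, and *Slc1a3*. *Gm29260* was at 10.6 ± 1.81 CPM in the cortex and at least 63.3-fold higher there than in the thalamus, where no library had more than 1 count. *Slc1a3*, which encodes a glutamate transporter, was at 5232 ± 515 CPM in the cortex and 1588 ± 208 CPM in the thalamus, a log2FC of -1.72 (SE 0.11, adjusted p = 1.8e-09, same test). *Tspan7* and *Mpped1* had log2FC of -1.86 and -4.52. The transcription factor gene *Tbr1*, marked in Fig. 1D, was at 16.1 ± 3.92 CPM in the cortex, with a log2FC of -3.81 (adjusted p = 2.7e-06, same test). *Lef1*, marked for the thalamus, had a log2FC of 1.27 (SE 0.54), which did not pass the threshold (adjusted p = 0.176, same test). Its level was 29.7 ± 19.7 CPM in the thalamus and 12.3 ± 0.596 CPM in the cortex. By nucleus, *Lef1* was at 50.7 ± 7.72 CPM in the dLG (SD, n = 5). It was at 15.5 ± 6.09 CPM in the VPM and 17.6 ± 15.5 CPM in the MGv (SD, n = 4 each). An antisense gene shares 13.8% of its exonic length.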

Among the DEGs enriched in each population, we identified several genes, including transcription factors, that are known to be highly expressed in neurons of the respective regions (Fig. 1D and table S1) (*20*, *22*). This prompted us to perform Gene Ontology (GO) overrepresentation and gene set enrichment analyses (GSEA) of the DEGs between thalamic and cortical astrocytes, which revealed marked differences in developmental programs and distinct region-specific molecular pathways that have been previously associated with neurons from these regions (Fig. 1, E and F). 

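The networks of Fig. 1F name 80 genes, 49 in the thalamic and 31 in the cortical network. All 80 have counts in these libraries and 78 passed the filter on low counts. Each of the 78 was past an adjusted p of 0.1 in the direction of its network, 48 in the thalamic and 30 in the cortical one, by edgeR’s quasi-likelihood test. Adjusted over the list alone, the number was also 78, which shows no stability because the list holds the paper’s own calls on these libraries. The remaining genes, *Lhx5* and *Tfap2c*, did not pass the filter and are named here after their counts were seen. With each library left out in turn, between 70 and 78 genes were past the threshold. The GO collections were not used here. The paper states from its GO analyses that the DEGs differ in developmental programs and that the region-specific pathways are ones associated with neurons of these regions.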

To unveil region-specific genes shared among astrocytes and neurons of the corresponding regions, we first identified the most highly DEGs enriched in thalamic and cortical neurons, by comparing RNA-seq data of neurons isolated at P0 from a thalamic reporter line (*Gbx2-CreER::Tomato-floxed*) (*18*) with a published dataset of P1 cortical neurons (Fig. 2A) (*20*). We found that genes specifically enriched in thalamic or cortical neurons were substantially overrepresented among DEGs in thalamic or cortical astrocytes, respectively. 

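Of the genes that Figs. 1D and 2D show as thalamic, 6 were examined here in astrocytes by region and by nucleus. *Gbx2*, on chromosome 1 from 89927956 to 89931179, encodes a homeobox transcription factor. It was at 5.87 ± 9.06 CPM in the thalamus (SD, n = 13) and 0.0702 ± 0.14 CPM in the cortex (SD, n = 4), where only replicate a had counts. The log2FC was 5.85 (SE 1.69, adjusted p = 0.0372, edgeR’s quasi-likelihood test with BH adjustment), and the adjusted p ranged from 0.00042 to 0.127 over 24 other settings. The antisense gene *D130058E05Rik* shares 43.5% of the exonic length of *Gbx2*, and which of them the reads came from is not known. By nucleus, *Gbx2* was at 16.7 ± 10.1 CPM in the MGv (SD, n = 4), 1.07 ± 1.14 CPM in the dLG (SD, n = 5), and 1.04 ± 0.45 CPM in the VPM (SD, n = 4). *Tcf7l2* was at 334 ± 130 CPM in the thalamus and 76.3 ± 4.06 CPM in the cortex, a log2FC of 2.13 (SE 0.28, adjusted p = 3.0e-05, same test). *Rora*, the gene of Rorα, was at 175 ± 42.3 CPM in the thalamus and 86.9 ± 22.0 CPM in the cortex, a log2FC of 1.01 (SE 0.20, adjusted p = 0.00295, same test). *Zic1* was at 32.7 ± 29.7 CPM in the thalamus. No cortical library had more than 3 *Zic1* counts, so it was at least 220-fold higher in the thalamus. *Slc17a6*, which encodes a glutamate transporter of synaptic vesicles, and *Pcp4l1* had log2FC of 3.01 (adjusted p = 0.00019) and 3.41 (adjusted p = 0.00038), both from the same test. Between libraries of the same nucleus, the level of *Slc17a6* varied with the mean level of 10 neuronal marker genes. Over the 13 libraries, Pearson’s r was 0.956 (p = 0.00378) and Spearman’s rho 0.896 (p = 0.00554), by exact permutation of libraries within nuclei. This is the highest of 7 such correlations, with BH-adjusted p of 0.0194 for r and 0.0265 for rho. Of the other genes named here, r was 0.860 for *Tcf7l2*, 0.752 for *Rora*, and 0.684 for *Pcp4l1*. For *Zic1* and *Gbx2*, r was 0.570 (adjusted p = 0.212) and 0.110 (adjusted p = 0.564), neither of them past the threshold in the same test. In the dLG, *Gbx2* was at only 0 to 2.72 CPM, so its low r rests partly on few counts. In the MGv, it was at 18.2 and 30.1 CPM in replicates a and d, where the marker level was higher. It was at 7.31 and 11.1 CPM in MGv replicates b and c. The low r of *Gbx2* thus does not exclude RNA from neurons. Without the pair of libraries farthest from the median of the marker level, r of *Slc17a6* was 0.9305. Within the 8 thalamic libraries of the largest library number series it was 0.982. From single-cell data, in situ hybridization, and qPCR of cultured astrocytes, the paper argues against neurons contaminating its astrocyte data. Those experiments were not analysed here.

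**Figure D1:**
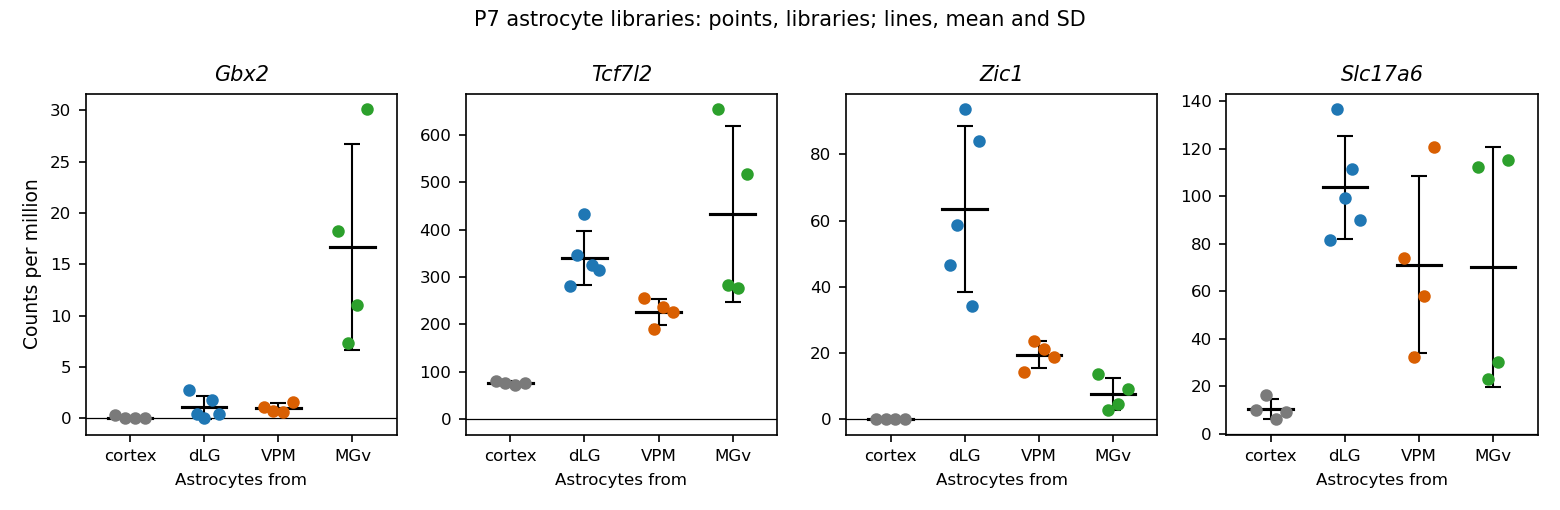
Expression of *Gbx2*, *Tcf7l2*, *Zic1*, and *Slc17a6* in CPM (vertical axes, linear) in P7 astrocytes from the cortex (4 libraries), dLG (5), VPM (4), and MGv (4). Points are libraries and black lines the mean and SD; *Gbx2* was highest in the MGv, at 16.7 ± 10.1 CPM, and *Zic1* in the dLG, at 63.5 ± 25.1 CPM.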

Among the 400 most DEGs in thalamic neurons, only 6% were shared with cortical astrocytes, whereas 32.75% of these genes were significantly expressed by thalamic astrocytes, albeit typically at a lower level (including *Gbx2*, *Ror*α, or *Tcf7l2*; Fig. 2, B to D, and fig. S1, E to K). 

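*Fezf2*, on chromosome 14 from 12342094 to 12348189, encodes a zinc finger transcription factor and was at 19.1 ± 9.68 CPM in cortical astrocytes (SD, n = 4). No thalamic library had more than 2 *Fezf2* counts, so its level was at least 114-fold higher in the cortex. Of other genes that Fig. 2D shows as cortical, *Nrgn* was at 154 ± 12.7 CPM in the cortex (SD, n = 4) and 10.5 ± 14.1 CPM in the thalamus (SD, n = 13), with its highest thalamic level in the MGv, and *Meis2* at 75.2 ± 11.8 and 15.2 ± 4.96 CPM. *Baiap2* was at 47.2 ± 4.28 and 23.3 ± 7.75 CPM and *Kcnh3* at 9.57 ± 4.44 and 0.400 ± 0.543 CPM. Their log2FC were -3.88, -2.31, -1.02, and -4.55, in this order. Each of the 4 was past an adjusted p of 0.1 in edgeR’s quasi-likelihood test with BH adjustment and under each alternative tried.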

A significant overlap in gene expression was also observed for cortical neurons and cortical astrocytes (17.5%), where genes such as *Fezf2* or *Foxg1* were identified in both populations. Overlap in gene expression was notably lower between cortical neurons and thalamic astrocytes (4.5%; Fig. 2, B to D).

**Fig. 1:**
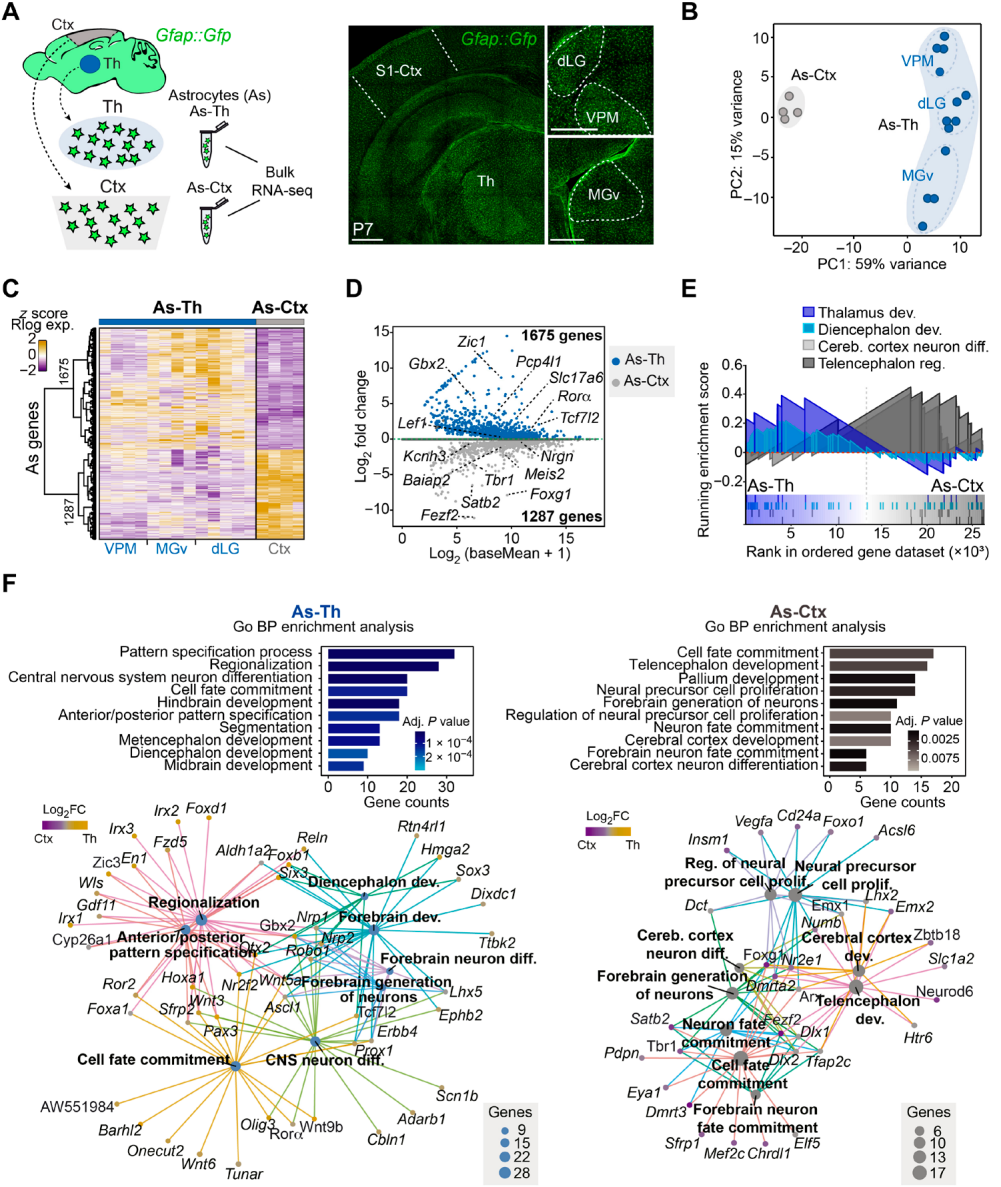
Astrocytes show region-specific transcriptomic profiles. (**A**) Schematic of the RNA-seq experiments for cortical and thalamic astrocytes. Astrocytes from P7 *Gfap::Gfp* mice were fluorescence-activated cell sorting (FACS)–purified and sequenced. Right, images showing the thalamus and cortex of a *Gfap::Gfp* mouse at P7. (**B**) Principal components analysis (PCA) of the transcriptomes of astrocytes (As) from the thalamus (Th), including dLG (*n* = 5 samples), VPM (*n* = 4), and MGv (*n* = 4), and cortex (Ctx, *n* = 4) at P7. (**C**) Heatmap of *z* score normalized regularized logarithm (Rlog) expression and unbiased clustering of significantly DEGs between thalamic (As-Th) and cortical astrocytes (As-Ctx). Each row represents a gene, the columns are biological replicates, and the color code represents the normalized expression for up-regulated genes in yellow versus down-regulated genes in purple. (**D**) MA plot displaying DEGs. Blue and light gray dots represent thalamic and cortical DEGs with their mean normalized counts, respectively. Dark gray dots represent genes that failed to give a significant result. (**E**) Enrichment plots from the GSEA of two specific GO terms related to the thalamic and cortical formation. (**F**) GO biological process (BP) enrichment analysis of significantly DEGs in thalamic and cortical astrocytes and associated gene networks. The size of every node (enriched term) represents the number of genes enriched and the color code (yellow, high expression; purple, low expression) corresponds to the log_2_FC in DE analysis. In (A), scale bars, 400 μm.

**Fig. 2:**
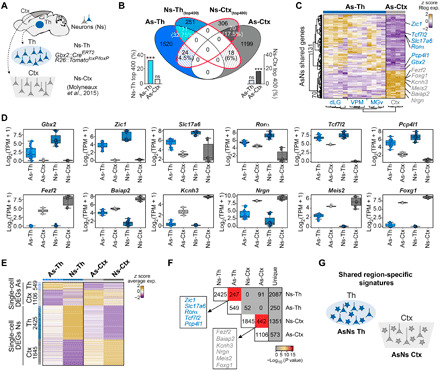
Astrocytes and neurons share region-specific transcriptome profiles. (**A**) Schematic of the RNA-seq experiments for comparing thalamic and cortical neurons. Thalamic neurons were obtained from *Gbx2-Cre::Tomato-floxed* P0 mice and cortical neurons from publicly available datasets (*20*). Ns-Th included dLG (*n* = 4), VPM (*n* = 4), and MGv (*n* = 3), and Ns-Ctx (*n* = 6). (**B**) Venn diagram showing the genes that overlap between astrocytes (As) and neurons (Ns) in both the thalamus and cortex. Bar plots represent the percentage of the enriched genes shared between populations. (**C**) Heatmap showing overlapping genes between As and Ns in the thalamus and cortex. (**D**) Box plots showing expression levels of selected region-specific genes shared between neurons and astrocytes of the thalamus (top) or the cortex (bottom). TPM, transcripts per million. (**E**) Heatmap of the *z* score of average expression levels of DEGs at the single-cell level, identified by comparing cell types among different regions of origin (As-Th versus As-Ctx; Ns-Th versus Ns-Ctx) from publicly available data (*23*). (**F**) Comparison matrix of the number of shared specific gene lists between As and Ns datasets of every specific region. Color code according to significance of overlap. (**G**) Schematic of the main conclusion of the experiments. Data are plotted with box-and-whisker plots, which give the median, 25th and 75th percentiles, and range. Dots in (D) represent every single value.

Next, we interrogated the overlap in expression of region-specific genes between neurons and astrocytes at the single-cell level by analyzing an independent, published dataset containing single-cell transcriptomes of thalamic and cortical neurons and astrocytes from juvenile/young adult mice (fig. S2; fig. S3, A and B; and table S2) (*23*). The analysis of these single-cell data fully confirmed the existence of region-specific gene expression programs shared between astrocytes and neurons of thalamic and cortical origin, respectively (Fig. 2, E to G, and fig. S3, C to G). Notably, among the DEGs at the single-cell level shared between neurons and astrocytes (247 for the thalamus and 442 for the cortex), we found numerous genes known to confer regional neuronal identity (e.g., *Ror*α, *Tcf7l2*, *Fezf2*, or *Foxg1*), as observed in the bulk RNA-seq dataset. These single-cell data demonstrate that the shared region-specific transcriptional signature is not a transient developmental feature but maintained well beyond the first postnatal week.

Last, we conducted two additional experiments to validate the expression of region-specific “neuronal” genes in astrocytes. First, we performed fluorescence in situ hybridization (FISH) in fixed slices from *Gfap::Gfp* brains at P7 and confirmed the expression, in a region-specific manner, of shared genes in astrocytes (GFP^+^ cells) (fig. S4, A and B). This expression was mainly found at the level of mRNA, as the corresponding proteins were only detected in a low percentage of the astrocytes, at least for the genes analyzed (fig. S4C), which suggests that posttranscriptional regulations might take place (*24*). Second, we isolated, purified, and cultured astrocytes from the thalamus or cortex and performed quantitative polymerase chain reaction (qPCR) for region-specific genes, confirming the expression of shared genes in astrocytes (fig. S4, D and E). Thus, single-cell RNA-seq (scRNA-seq), FISH, and qPCR provide strong support for the specificity of the detection of neuronal genes in astrocytes, arguing against neuronal contamination of the astrocyte datasets.

We next asked whether region-specific gene expression programs can be identified at the level of individual regional subdivisions such as those of sensory thalamic nuclei. Thus, we compared the transcriptomes of astrocytes and neurons from the three main sensory thalamic nuclei (dLG, VPM, and MGv; Fig. 3A). 

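The astrocyte libraries of the nuclei are the 13 thalamic libraries of the regional comparison, 5 from the dLG, 4 from the VPM, and 4 from the MGv. Their totals ranged from 19050424 to 21371571 counts in the dLG, from 18213687 to 21519981 in the VPM, and from 18785731 to 21337165 in the MGv. For each nucleus, edgeR’s quasi-likelihood test compared it with the mean of the other nuclei in a fit of the 3 nuclei without the cortex, over the 17319 genes that passed the filter on low counts. The paper’s text does not state which contrast defines a nucleus-specific DEG. Since all MGv libraries are of the largest library number series, the MGv cannot be compared with the other nuclei within another series.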

PCA identified three well-defined clusters corresponding to each nucleus in both astrocytes and neurons, supporting the notion that the identity of each thalamic nucleus is encoded transcriptionally in a cell type–independent manner (Fig. 3, B and C). Hence, the nucleus-specific DEGs of astrocytes exhibited a significant overlap with those of the neurons from the same nucleus (e.g., *Sp9* for dLG or *Crabp2* for MGv; Fig. 3, D and E, and tables S3 and S4), although the expression levels of these genes were notably lower in the astrocytic populations (Fig. 3F). 

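In the PCA of the 13 thalamic astrocyte libraries, PC1 held 39.8% and PC2 23.5% of the variance. The PC1 scores were 12.3 ± 2.78 (SD, n = 4) for the VPM, -3.02 ± 3.4 (SD, n = 5) for the dLG, and -8.48 ± 3.56 (SD, n = 4) for the MGv, and the lowest VPM score of 8.15 lay above the highest dLG score of 1.97. On PC2, the dLG was at 6.83 ± 6.12 with a lowest score of 0.427, above the highest MGv score of -3.60. The mean silhouette width of the nuclei on PC1 and PC2, which compares distances within and between nuclei, was 0.557. In a 1-sided permutation test over all 90090 ways to assign the nuclei to the libraries, p was 2.2e-05, the smallest that the exchange of the VPM and MGv labels, of equal number, allows. The share of PC1 moved most with log2 CPM in place of the regularized logarithm, to 31.1%. The neurons of Fig. 3C are not analysed here. From such clusters in both cell types, the paper proposes that the identity of each thalamic nucleus is encoded transcriptionally in a manner independent of the cell type.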

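At an adjusted p under 0.1, 163 genes were higher in the dLG, 1224 in the VPM, and 272 in the MGv than in the mean of the other nuclei, and 37, 1693, and 131 were lower. The nucleus did not overlap with the others for 59 of the 163 dLG, 546 of the 1224 VPM, and 69 of the 272 MGv DEGs. By chance, this holds in a given direction for 0.0777% of all genes in the dLG and 0.140% in the VPM or MGv, which is no measure for genes called as DEGs on the same libraries. The numbers changed by the largest factor when a gene had to be higher than in each of the other nuclei, to 37, 346, and 35, whereas DESeq2 gave 436 genes for the dLG and 614 for the MGv. With the library number series as a covariate, 83 genes were higher in the dLG, 1017 in the VPM, and 149 in the MGv. *Sp9*, on chromosome 2 from 73271925 to 73284706, was at 59.1 ± 18.5 CPM in the dLG (SD, n = 5), 2.39 ± 1.35 CPM in the MGv (SD, n = 4), and 0.441 ± 0.311 CPM in the VPM (SD, n = 4). Its log2FC for the dLG was 5.83 (SE 0.38, adjusted p = 1.7e-06, edgeR’s quasi-likelihood test with BH adjustment). *Crabp2*, on chromosome 3 from 87948666 to 87953376, encodes a retinoic acid binding protein and was at 20.3 ± 10.3 CPM in the MGv, 0.370 ± 0.220 CPM in the VPM, and 0.155 ± 0.193 CPM in the dLG. Its log2FC for the MGv was 6.38 (SE 0.58, adjusted p = 6.4e-05, same test). Of other genes shown in Fig. 3, E and F, *Zic1*, *Ebf1*, and *Wnt3* were higher in the dLG, with log2FC of 2.41, 2.17, and 1.73. In the VPM, *Tuba8* had a log2FC of 1.98, and 16.3% of its exonic length is shared with an antisense gene. *Homer2*, *Myc*, and *Fgf12* passed the threshold in the VPM with log2FC of 0.55, 0.42, and 0.45, but not under every alternative. In the MGv, *Foxp2*, *Gbx2*, and *Bcl11a* had log2FC of 1.91, 3.99, and 1.78, where *Gbx2* has the overlap with an antisense gene described above. *Lhx2* had one of 1.33 (adjusted p = 0.0784, same test) and lost significance in 12 of 17 single-gene comparisons. *Sema3f* was at 6.85 ± 3.59 CPM in the MGv and 0.940 ± 0.930 CPM in the dLG, and its log2FC of 2.70 (SE 0.88) did not pass the threshold (adjusted p = 0.191, same test). The lowest p-values among genes without overlap were those of *Sp9*, *Zic4*, and *Six3* in the dLG, *Adra2a*, *Slc13a3*, and *Gjb6* in the VPM, and *Fzd2*, *Crabp2*, and *Nrgn* in the MGv. The log2FC was 3.33 for *Zic4* and 2.89 for *Six3*, 1.76 for *Adra2a*, 1.93 for *Slc13a3* and 1.71 for *Gjb6*, and 4.27 for *Fzd2* and 3.21 for *Nrgn*. *Ebf1* and *Six3* did not pass the threshold when the dLG was compared with the other thalamic libraries pooled.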

Our single-cell data analysis also revealed a region-specific pattern of shared genes between astrocytes and neurons along the anteroposterior axis of the cerebral cortex (fig. S5 and table S5), supporting a generalization of the existence of region- and subregion-specific shared transcriptional programs between these two major cell types in the mouse brain.

**Fig. 3:**
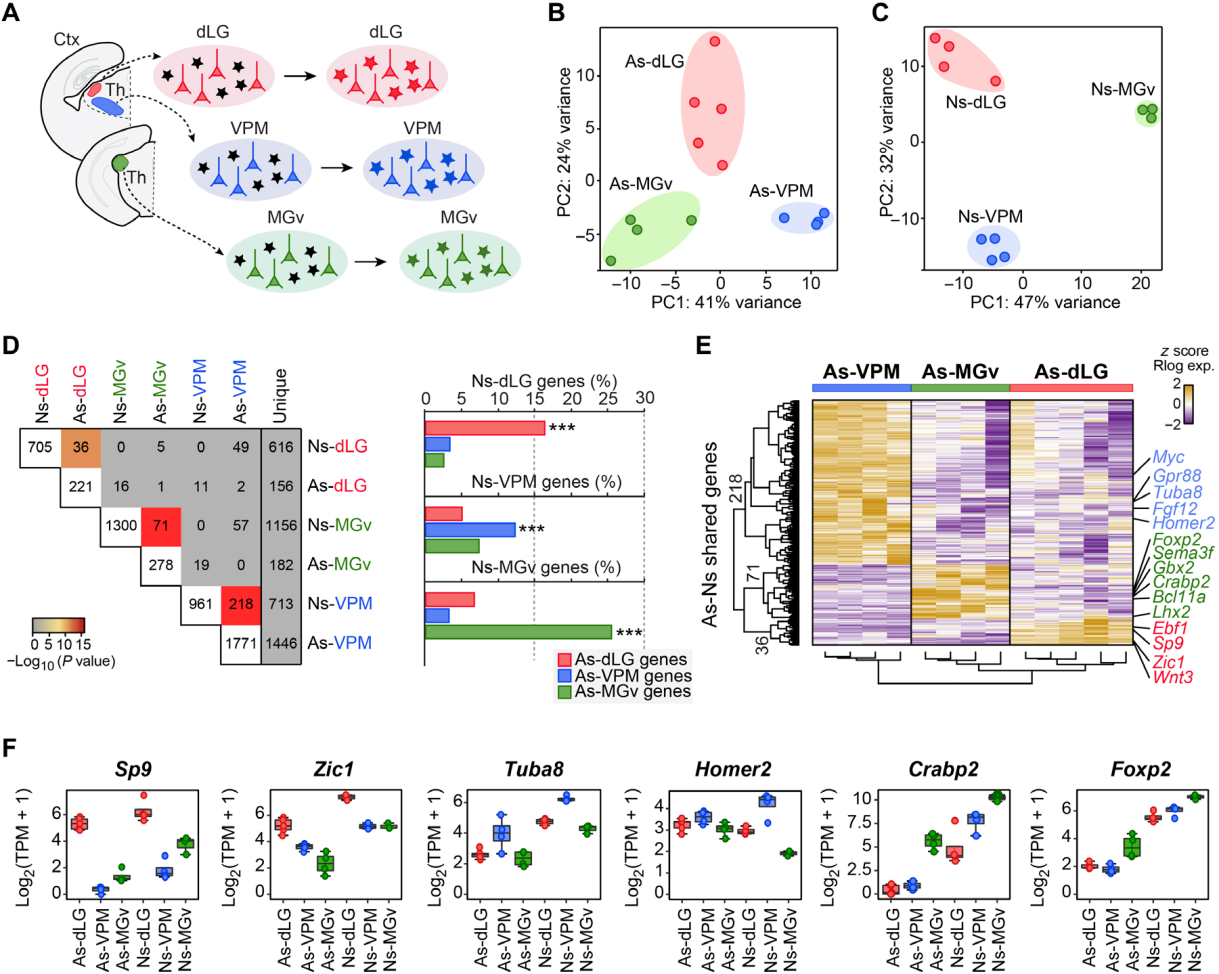
Sensory-modality thalamic astrocytes and neurons express common specific genes for every nucleus. (**A**) Schematic of the RNA-seq experiments for comparing neurons and astrocytes from the sensory thalamic nuclei (dLG, VPM, and MGv) and main conclusion obtained. (**B**) PCA of transcriptomes from astrocytes (As) isolated from the distinct sensory-modality thalamic nuclei [dLG (*n* = 5), VPM (*n* = 4), and MGv (*n* = 4)] at P7. (**C**) PCA of transcriptomes of neurons (Ns) from the distinct sensory-modality thalamic nuclei [dLG (*n* = 4), VPM (*n* = 4), and MGv (*n* = 3)] at P0. (**D**) Left, comparison matrix of the number of shared specific gene lists between neurons and astrocytes datasets of every thalamic nuclei. Color code according to significance of overlap. Right, bar plots representing the percentage of gene overlap between As and Ns from each thalamic nucleus. (**E**) Heatmap showing the overlapping DEGs between As and Ns in each nucleus. Each column represents a biological replicate and the color code represents the *z* score normalized expression (up-regulated genes in yellow, down-regulated genes in purple). (**F**) Box plots showing expression levels of nuclei-specific shared genes between astrocytes and neurons in the distinct sensory-modality thalamic nuclei. TMP, transcripts per million. Data are plotted with box-and-whisker plots, which give the median, 25th and 75th percentiles, and range. Dots in (F) represent every single value. ***P < 0.0005.

### Thalamic progenitor clones are nucleus specific

Next, we investigated whether the significant gene expression overlap between postmitotic astrocytes and neurons from the same region reflects a common clonal origin during embryonic development. This would imply that within the thalamus, cells belonging to the same clone should not disperse beyond nuclear boundaries. To test this hypothesis, we first analyzed the distribution of astrocytes originating from single clones across thalamic sensory nuclei. We tracked astrocyte clones arising from embryonic day 11.5 (E11.5) progenitors by electroporating a battery of plasmids encoding distinct fluorophores under the control of the *Gfap* promoter, following transposase-mediated integration (“StarTrack”) (*12*), and analyzed the dispersion of each clone at P8 (Fig. 4, A and B, and fig. S6A). This revealed that clonally related astrocytes remain within the boundaries of a given nucleus with little dispersion to other nuclei, even in the case of larger clones (>10 cells) (Fig. 4C and fig. S6, B and C). Next, we addressed the question of whether thalamic progenitors that generate astrocytes also produce neurons and, if so, whether these neurons stay within the same nuclear boundaries as their sibling astrocytes. Thalamic clones containing neuronal and/or nonneuronal cells were tracked by using the same set of fluorophores under the control of a ubiquitously expressed promoter (Fig. 4, D and E, and fig. S6, D and E) (*25*). While we found 39% of clones consisting only of neurons or glia, the majority (61%) were mixed, containing similar proportions of neurons and glia (Fig. 4F and fig. S6F). We found that mixed clones covered territories that largely respected nuclear boundaries, although neurons exhibited a wider range of dispersion (Fig. 4, G and H, and fig. S6G), extending and confirming previous studies (*26*, *27*). Our data suggest that the overlap in region-specific gene expression between neurons and astrocytes of each sensory thalamic nucleus is the result of their common clonal origin together with the limited spatial dispersion of clonally related cells and may indicate that positional information is retained from an early progenitor stage onward.

**Fig. 4:**
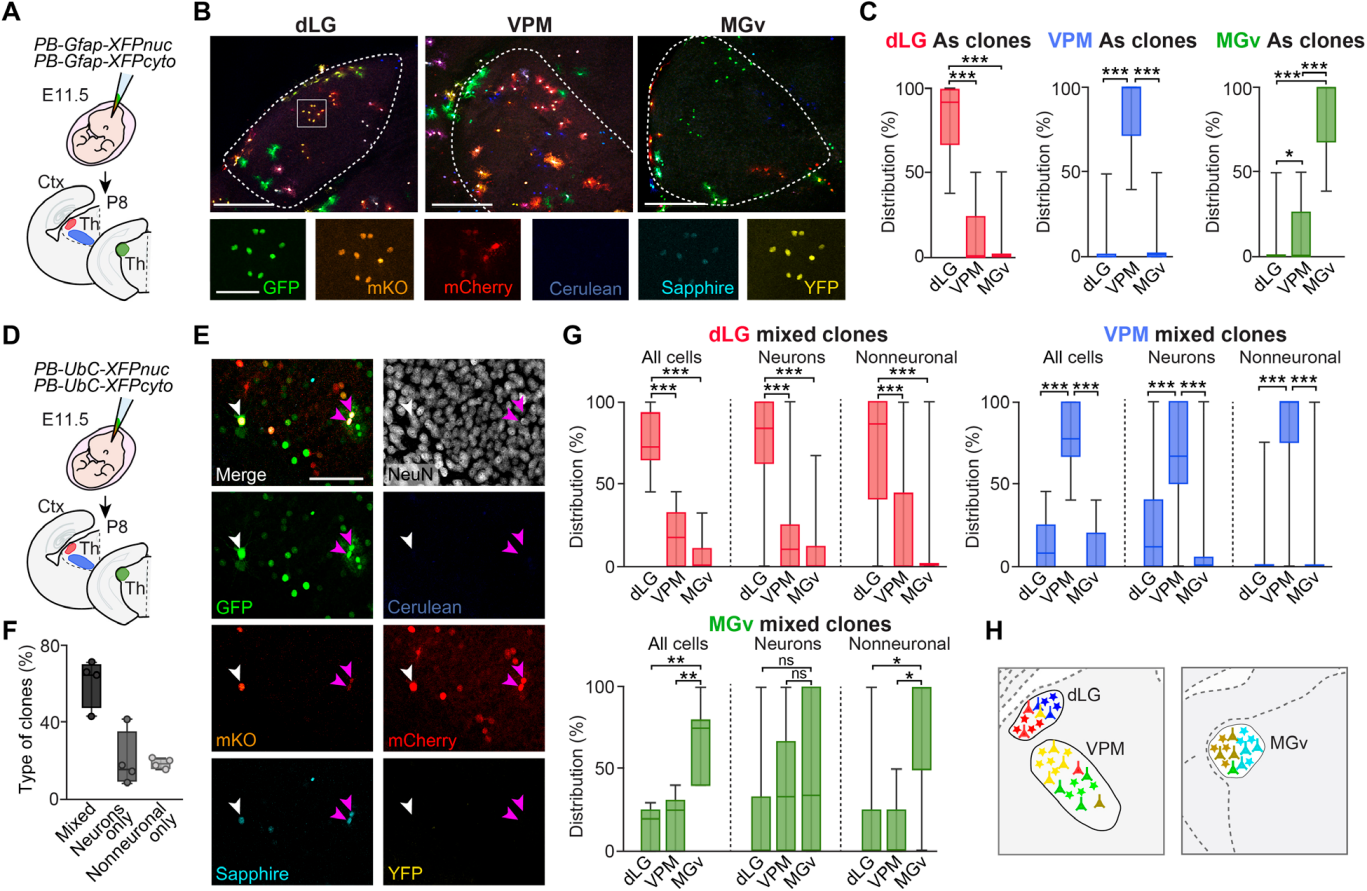
Clonally related astrocytes and neurons remain within the same nuclear boundaries. (**A**) Experimental design for the analysis of astrocytic clones in the sensory nuclei (dLG, VPM, and MGv). A cocktail of integrative plasmids encoding six different fluorescent proteins under the Gfap promoter (GFAP-*StarTrack*) was electroporated in the third ventricle at E11.5. (**B**) Thalamic astrocytes labeled with the GFAP*-StarTrack* constructs at P8. Insets show the expression of each fluorescent reporter in a dLG astrocyte clone (white square). (**C**) Quantification of the dispersion of the clonally related astrocytes (*n* = 320 clones from five electroporated animals). (**D**) Experimental design for the study of neuronal and nonneuronal clonal cells with the UbC*-StarTrack* constructs. (**E**) Example of a neuron (white arrows) and two astrocytes (purple arrows) from the VPM coming from the same progenitor, thus sharing the same color code. (**F**) Three types of clones were analyzed clones based on their cell-type composition: mixed clones (containing neurons and nonneuronal cells), clones with neurons only, or clones with nonneuronal cells only (*n* = 4 electroporated animals). (**G**) Quantification of the dispersion of clonally related neuronal and nonneuronal cells from mixed clones, in the different thalamic sensory nuclei (*n* = 130 clones from four electroporated animals). (**H**) Schema representing the specificity in the nuclei-dependent localization of clonal cells. Cells coming from the same progenitor are colored with the same color. Note that most clonally related cells respect the nuclei segregation and only few cells are dispersed. Data are plotted with box-and-whisker plots, which give the median, 25th and 75th percentiles, and range. Scale bars, 100 μm. ns, not significant; *P < 0.05, **P < 0.005, and ***P < 0.0005.

### Astrocytes reprogram into region-specific neurons

Since forebrain astrocytes and neurons share region-specific gene expression, we hypothesized that such molecular signature could instruct transcription factor–induced reprogramming of astrocytes toward an identity akin to their sibling neurons. To test this hypothesis, we injected a retrovirus encoding the proneural gene *Neurogenin 2* (*Neurog2*) and the cell death regulator *Bcl2* (*28*) into the somatosensory cortex and thalamus of P3 mice (Fig. 5A). At this developmental stage, retroviruses only transduce proliferative glia (*17*). Transduction with a retrovirus encoding *Bcl2* and *Gfp* alone, as control, resulted in labeling of glial cells. In contrast, transduction with *Neurog2*- and *Bcl2*-encoding retrovirus resulted in the appearance of numerous induced neurons (fig. S7, A and B). Time course analysis of the transduced cells demonstrated the gradual reprogramming of glia into neurons via a doublecortin (DCX)–positive immature neuronal stage in vivo (fig. S7, C to H). At 3 days post infection (dpi), the vast majority of the transduced cells (GFP^+^) were positive for the astrocytic marker Aldh1l1 and negative for the neuronal markers NeuN and DCX. Furthermore, we found that more than 90% of the transduced cells were also positive for 5-bromo-2′-deoxyuridine (BrdU), revealing that they are proliferating cells at the time of retroviral transduction (fig. S7D). After 7 and 14 dpi, the number of transduced cells positive for DCX or NeuN increased progressively. These DCX- or NeuN-positive cells were also BrdU positive, demonstrating again that they had been generated by the time of retroviral transduction and that DCX expression was not a result of reexpression in embryonically generated neurons (fig. S7, E to H). Consistent with our hypothesis, in vivo induced neurons expressed markers specific for a thalamic (*Lef1* and *Ror*α) or cortical (*Tbr1* and *Ctip2*) neuronal identity despite the fact that they were induced with the same transcription factor (Fig. 5, B and C).

**Fig. 5:**
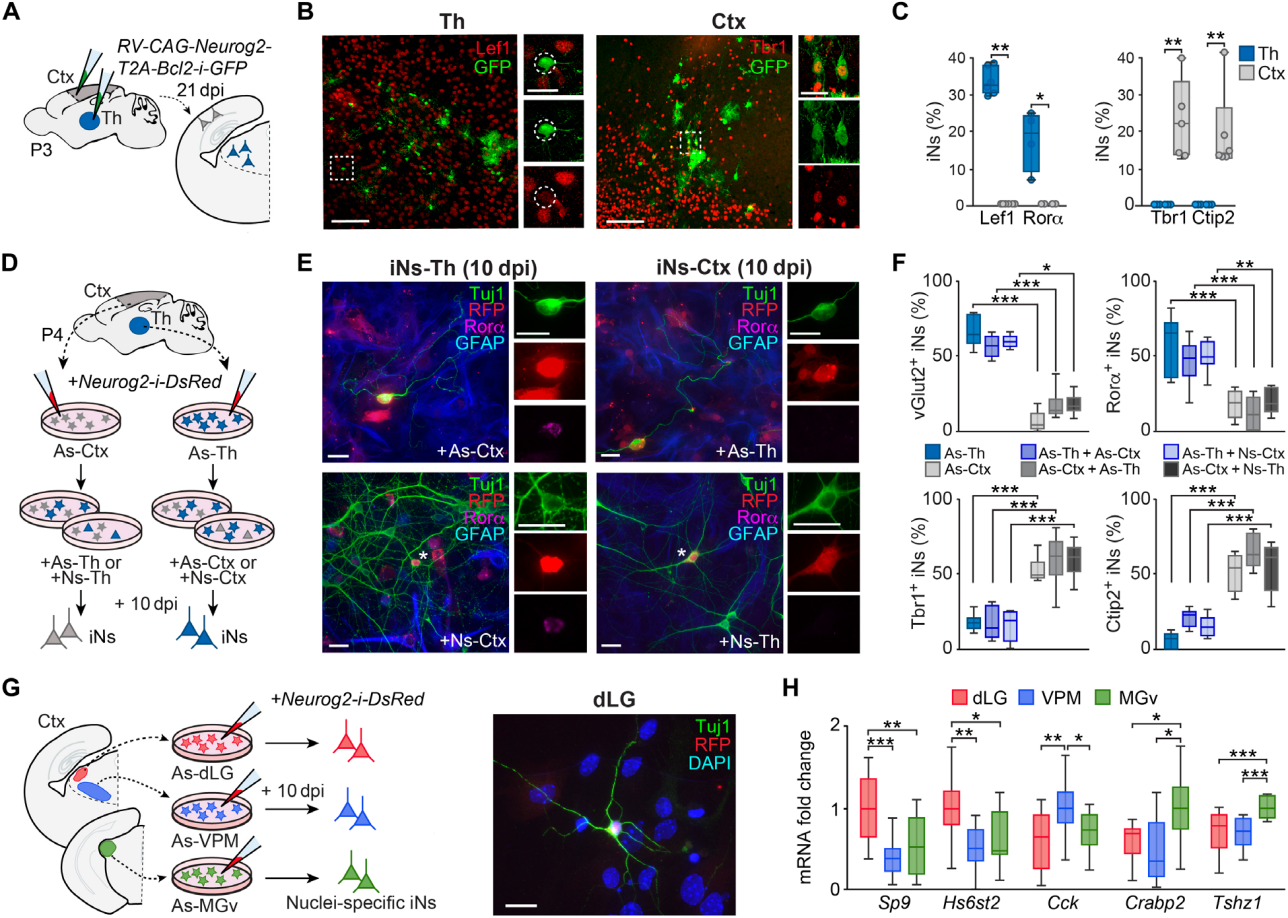
Astrocytes are reprogrammed into region-specific neurons. (**A**) Experimental design for the in vivo reprogramming. Retrovirus encoding *Neurog2* and *Bcl2* or only *Bcl2* were injected in the thalamus and cortex of P3 animals. (**B**) Immunofluorescence for thalamic and cortical markers in iNs reprogrammed from cortical or thalamic astrocytes in vivo. (**C**) Percentage of iNs expressing thalamic or cortical markers after reprogramming in vivo (*n* = 4 to 6 injected mice). (**D**) Experimental design for assessing the influence of the environment on the induced neurons identity. Isolated cortical or thalamic astrocytes were infected and then cocultured with thalamic or cortical astrocytes or neurons. (**E**) Immunostaining for the thalamic marker Rorα in cortical or thalamic iNs (RFP^+^/Tuj1^+^) in the different conditions. (**F**) Quantification of the percentage of iNs generated from cortical or thalamic astrocytes that express *vGlut2*, *Rorα*, *Tbr1*, or *Ctip2* in control conditions or when mixed with astrocytes or neurons from the thalamus or the cortex, respectively (*n* = 6 to 14 independent cultures per condition). (**G**) Left, experimental design. Astrocytes from dLG, VPM, and MGv were isolated, cultured, and infected with Neurog2 retrovirus. Right, image of an iN from dLG astrocytes at 10 days post infection (dpi). (**H**) Reverse transcription (RT)–qPCR showing the expression of specific neuronal genes in the iNs after 10 dpi (*n* = 10 to 14 independent cultures per condition). Data are plotted with box-and-whisker plots, which give the median, 25th and 75th percentiles, and range. Dots in (C) represent every single value. Scale bars, 100 μm in (B) (insets, 25 μm) and 25 μm in (E) and (G). *P < 0.05, **P < 0.005, and ***P < 0.0005.

Our data suggest that reprogramming of astrocytes into region-specific neurons is a consequence of their shared gene expression through a common lineage. However, it does not exclude the possibility that region-specific reprogramming is influenced by environmental signals provided by other local cells. To test this, we cultured astrocytes from the thalamus and cortex and examined their newly acquired neuronal identity for region-specific gene expression following reprogramming by *Neurog2* (fig. S8, A and B). As observed in vivo, thalamic and cortical induced neurons exhibited signatures of the thalamus and cortex, respectively, as shown by the differential expression of thalamic markers such as *Slc17a6* (*vGlut2*), *Ror*α, *Gbx2*, *Pou2f2*, or *Lef1* or cortical markers such as *Tbr1* or *Ctip2* (fig. S8, C to G). To exclude a prominent role of the environment in specifying the regional identity of induced neurons, we cocultured thalamic or cortical astrocytes undergoing reprogramming with neurons or astrocytes from the cortex or thalamus, respectively. Neurons induced from thalamic astrocytes expressed thalamic markers, irrespective of whether they had been cultured alone or with cortical cells. Conversely, cortical astrocytes gave rise to neurons expressing cortical markers irrespective of the culture conditions (Fig. 5, D to F). These experiments revealed that the regional identity of induced neurons is largely cell autonomous.

Last, as astrocytes and neurons from distinct thalamic sensory nuclei share expression of nucleus-specific genes, we hypothesized that reprogramming of thalamic astrocytes may yield neurons with nucleus-specific signatures. To this end, we isolated and reprogrammed astrocytes from dLG, VPM, and MGv in vitro with Neurog2 (Fig. 5G). We found that induced neurons derived from dLG astrocytes expressed dLG-specific genes *Sp9* and *Hs6st2*, while those derived from MGv astrocytes expressed MGv-specific genes *Crabp2* and *Tshz1.* Last, induced neurons of VPM astrocyte origin expressed the VPM marker *Cck* (Fig. 5H) (*22*). Together, these results show that Neurog2 triggers specific neuronal gene expression in astrocytes that reflects their place of origin.

### *Gbx2* respecifies cortical astrocytes toward thalamic fate

The aforementioned results strongly suggest that transcriptional signatures shared between neurons and astrocytes drive the regional specification of the latter during neuronal reprogramming. To directly test this, we examined whether coexpression of a thalamic fate determinant *Gbx2* (*29*), a factor being shared between astrocytes and neurons of the thalamus, could induce an early and fast redirection of neuronal reprogramming of cortical astrocytes toward a thalamic identity (Fig. 6A). Whereas in cortical astrocytes, expression of *Neurog2* for 2 days induced the expression of the cortical neuron fate determinants *Tbr1* and *Ctip2*, coexpression of *Gbx2* strongly suppressed this. Moreover, combined expression of *Neurog2* and *Gbx2* increased thalamic signature genes such as *Pou2f2* and *Slc17a6* (v*Glut2*) in cortical astrocytes (Fig. 6B). These data provide strong support for the partial redirection of neuronal reprogramming toward a thalamic identity (Fig. 6C). In thalamic astrocytes, by contrast, *Neurog2* sufficed for inducing significant expression of *Pou2f2* and *Slc17a6* expression (Fig. 6B). Genes that displayed differential regulation by Neurog2 with or without Gbx2 (*Slc17a6*, *Pou2f2*, *Tbr1*, and *Ctip2*) exhibited an epigenetically poised state in cortical or thalamic astrocytes, as determined by the ratio of active (H3K4me3) and repressive (H3K27me3) histone marks in their proximal regulatory elements (Fig. 6D and figs. S9, A to C, and S10, A and B). In contrast, nonresponsive genes (*Fezf2*, *Ror*α, and *Lef1*) exhibited origin-dependent baseline expression both transcriptionally and epigenetically in thalamic and cortical astrocytes (Fig. 6, B to D; fig. S9, A to C; and fig. S10, A and B).

**Fig. 6:**
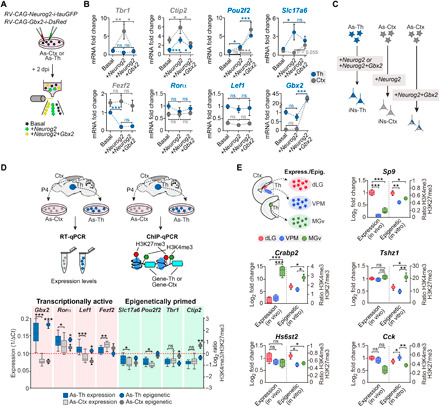
Poised epigenetic state of region-specific gene expression in astrocytes. (**A**) Experimental design. Astrocytes from the thalamus and cortex were cultured and infected with either *Neurog2-i-Gfp* retrovirus alone or both *Neurog2-i-Gfp* and *Gbx2-i-DsRed*. After 2 days, astrocytes were FACS-purified based on the presence of the reporter protein in three groups (noninfected, infected only with *Neurog2*, or infected with *Neurog2* and *Gbx2*). (**B**) Quantification of specific gene expression by RT-qPCR in astrocytes in basal conditions and 2 days after the overexpression of *Neurog2* alone or with a thalamic-specific gene (*Gbx2*) (*n* = 6 to 14 independent cultures per condition). Data are means ± SEM. (**C**) Schematic conclusion of the experiment. (**D**) Astrocytes from the thalamus and cortex were isolated, and the expression levels of some region-specific genes were assessed by RT-qPCR or ChIP-qPCR. Box-and-whisker plots represent the basal expression levels of the studied genes in thalamic and cortical astrocytes (left axis), and dots show the means ± SEM of the epigenetic state of the promoter of those genes, in terms of the presence of two histone marks, H3K4me3 and H3K27me3 (right axis) (*n* = 12 to 23 independent ChIP samples per condition). The red dashed line indicates the point where H3K4me3 and H3K27me3 marks are present at the same level. (**E**) Box-and-whisker plots showing the H3K4me3 and H3K27me3 ratio in vitro (left axis) (*n* = 14 to 18 independent ChIP samples per condition) and the basal in vivo expression of neuronal specific genes in thalamic astrocytes from each nucleus (right axis). ns, not significant; *P < 0.05, **P < 0.005, and ***P < 0.0005.

Last, we addressed the question of whether a similar epigenetically poised state might explain the differential induction of nuclei-specific neuronal genes in astrocytes of distinct thalamic territories. To this end, we first compared basal expression levels and presence of active (H3K4me3) and repressive (H3K27me3) epigenetic marks at proximal regulatory elements of these genes, known to be differentially expressed in dLG, VPM, and MGv neurons (Fig. 3) (*22*). 

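The basal expression of *Sp9*, *Hs6st2*, *Crabp2*, *Tshz1*, and *Cck* was compared between pairs of nuclei in the same 13 astrocyte libraries, which makes 10 contrasts of the nucleus of interest with another nucleus. At an adjusted p under 0.1 over all genes tested, 5 of the 10 contrasts passed. Adjusted over the 5 genes alone, 9 of the 10 passed, all but that of *Cck* between the VPM and the dLG. The 5 genes include *Sp9* and *Crabp2*, which the paper called on these same libraries. Their low p-values ease the adjustment of the other genes, so the number of 9 is not independent of those calls. *Sp9* was higher in the dLG than in the VPM by a log2FC of 7.05 (SE 0.55, adjusted p = 1.0e-05, edgeR’s quasi-likelihood test with BH adjustment) and than in the MGv by one of 4.61 (SE 0.46, adjusted p = 0.00010, same test). *Crabp2* was higher in the MGv than in the dLG by a log2FC of 6.98 (SE 0.76, adjusted p = 0.00023, same test) and than in the VPM by one of 5.79 (SE 0.77, adjusted p = 0.0010, same test). *Tshz1* was at 97.7 ± 19.7 CPM in the MGv (SD, n = 4), 80.65 ± 10.4 CPM in the dLG (SD, n = 5), and 73.5 ± 10.2 CPM in the VPM (SD, n = 4). Its log2FC for the MGv was 0.28 against the dLG (SE 0.15, adjusted p = 1.00) and 0.45 against the VPM (SE 0.16, adjusted p = 0.110, same test). All 4 MGv libraries had more *Tshz1* than all 4 VPM libraries (2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), and the adjusted p of this contrast ranged from 0.0546, with DESeq2, to 0.265 over 17 alternatives.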

Intriguingly, irrespective of the baseline expression level, these genes exhibited an active (*Sp9*, *Crabp2*, and *Tshz1*) or poised/less repressed (*Hs6st2* and *Cck*) epigenetic state of their proximal regulatory elements, consistent with their nuclear origin (Fig. 6E and figs. S9D and S10, C and D). Nucleus-specific epigenetic priming might explain the observed differential transcriptional responsiveness to Neurog2 of genes whose levels of transcription are indistinguishable across nuclei before reprogramming. 

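*Hs6st2*, on chromosome X from 51387212 to 51681856, was at 41.3 ± 21.5 CPM in the dLG (SD, n = 5), 23.8 ± 6.72 CPM in the VPM (SD, n = 4), and 20.3 ± 7.84 CPM in the MGv (SD, n = 4). Its log2FC for the dLG was 0.82 against the VPM (SE 0.37, adjusted p = 0.198, edgeR’s quasi-likelihood test with BH adjustment over all genes) and 1.02 against the MGv (SE 0.37, adjusted p = 0.535, same test). Exact permutation tests of the 2 contrasts gave p = 0.175 and p = 0.103. With BH adjustment over the 5 genes alone, edgeR’s p was 0.0982 and 0.0177, under the threshold of 0.1. As the low p-values of *Sp9* and *Crabp2* ease this adjustment, it does not show a difference of *Hs6st2* that holds over all genes. *Cck*, on chromosome 9 from 121489824 to 121495694, encodes the peptide cholecystokinin. It was at 198 ± 65.3 CPM in the dLG, 122 ± 69.0 CPM in the VPM, and 11.1 ± 9.37 CPM in the MGv. Between the VPM and the dLG its log2FC of -0.74 (SE 0.49) was within the spread between libraries (adjusted p = 0.392, edgeR’s quasi-likelihood test). Between the VPM and the MGv its log2FC was 3.42 (SE 0.57, adjusted p = 0.00425, same test), and every VPM library was above every MGv library (exact permutation test, p = 0.0286). This contrast passed the threshold in each of 17 other settings. The ChIP data were not analysed here. From the epigenetic state of the promoters, the paper proposes that nucleus-specific priming accounts for the different responses to Neurog2 of genes with like levels across nuclei.

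**Figure D2:**
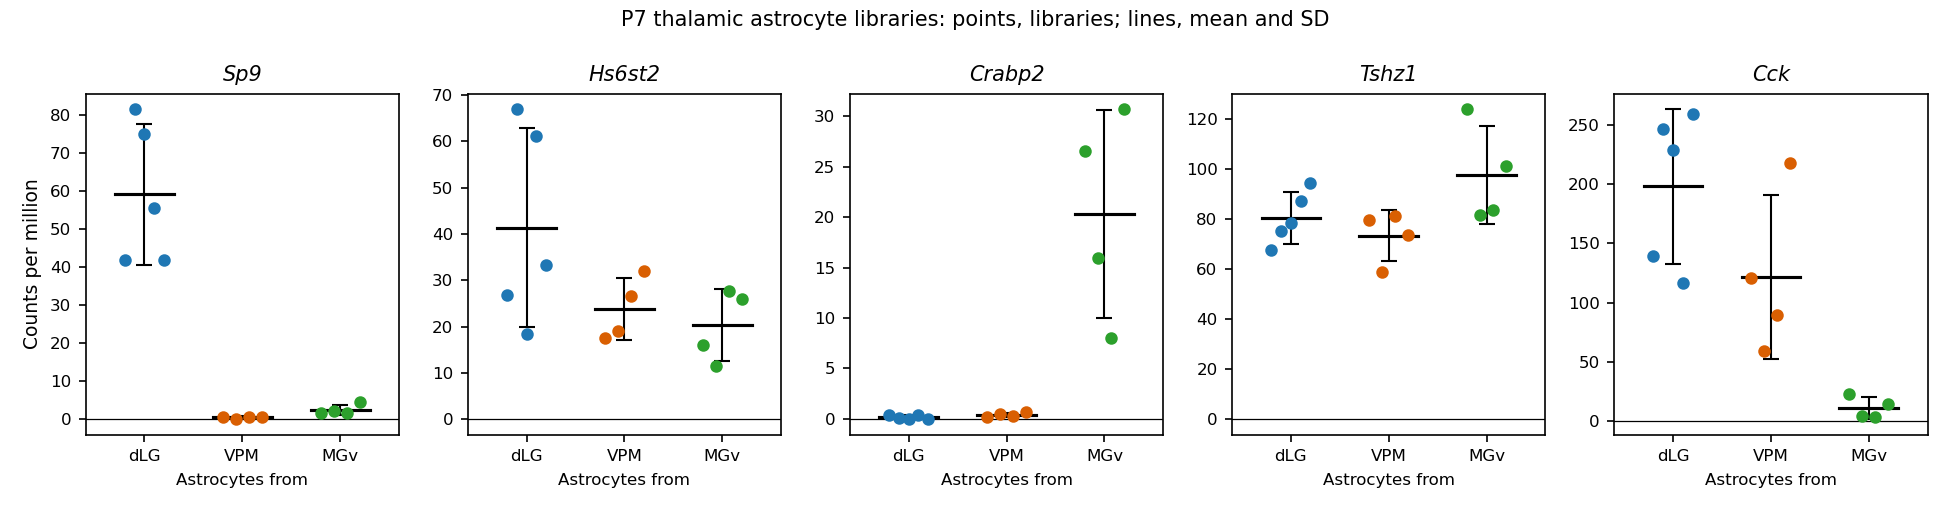
Expression of *Sp9*, *Hs6st2*, *Crabp2*, *Tshz1*, and *Cck* in CPM (vertical axes, linear) in P7 astrocytes from the dLG (5 libraries), VPM (4), and MGv (4). Points are libraries and black lines the mean and SD; *Cck* in the MGv, at 11.1 ± 9.37 CPM, lies below the dLG and the VPM.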

Future genome-wide analysis will be required to reveal the general importance of epigenetically poised states in dictating the region-specific gene expression following reprogramming.

## DISCUSSION

Using genome-wide analysis, we show that astrocytes of different brain regions actively transcribe genes that also correspond to regional genes in neurons. This remarkable relatedness between astrocytes and neurons from the same brain region correlates with their shared clonal origin, as shown for distinct sensory nuclei of the thalamus. Furthermore, region-specific molecular signatures create a strong bias intrinsic to astrocytes toward generating neurons of matching regional identity when reprogrammed by the proneural factor Neurog2. This latter finding is in line with reprogramming of cortical astrocytes into neurons with layer-specific properties in vivo (*30*), where a tight lineage relationship between starting and target cell is likely to exist. The transcriptional context of the starting cell might even account for acquisition of specific neuronal fates where region-specific determinants may be expressed more coincidently, such as fibroblast conversion into retinal photoreceptors (*31*).

Despite their common developmental origin, neurons and astrocytes constitute cell types easily distinguishable by their morphological and electrophysiological properties. However, our study reveals that these two cell types show an unexpected overlap in the expression of genes that confer regional identity. Such overlap can be found at the single-cell level and extends into adulthood. Among the shared genes, there was a substantial amount of transcription factors, many of which play well-described roles in neuron subtype specification (e.g., *Gbx2*, *Lef1*, *Fefz2*, and *Tbr1*) (*29*, *32*–*34*). The physiological function in astrocytes of the shared region-specific genes remains to be determined. Future experiments should decipher whether these genes may adopt different functions in astrocytes as compared to neurons or whether their shared expression might act as a code to facilitate region-specific interactions of astrocytes with their sibling neurons (*35*). While these scenarios are not mutually exclusive, the latter may provide an attractive mechanism by which neurons could modulate the spatial distribution of astrocytes (*13*). Our clonal analyses reveal that neurons and sibling astrocytes originating from the same thalamic progenitor clone populate very similar territories, respecting boundaries among thalamic nuclei, extending earlier observations of the existence of nucleus-specific progenitor domains in the thalamus (*26*, *27*, *36*). Recent single-cell spatial transcriptomic mapping has revealed that in the cortex, astrocytes exhibit heterogeneity that does not follow neuronal layering (*13*). However, it is not shown whether neurons and astrocytes populating the same neuronal layer are more likely to be clonally related than those of distinct layers. Nevertheless, cortical regional identity is clearly computed along the anteroposterior and mediolateral axes (*19*), and, indeed, our single-cell data analysis shows that gene expression profiles are shared by astrocytes and neurons along the anteroposterior and mediolateral axes and, thus, it may serve as a mechanism to impart cortical areal identity also to astrocytes, as observed in the thalamus. Most likely, different dimensions of gene expression patterns underlie the unexpected molecular and spatial heterogeneity of astrocytes in the CNS.

It seems plausible that the shared region-specific gene expression is accounted for by epigenetic signatures inherited from a common progenitor and maintained throughout postmitotic development. Our data provide evidence for region-specific differences in the epigenetic state of regulatory elements of these genes in cortical and thalamic astrocytes, even up to the level of thalamic nuclear divisions. Conversely, these region-specific genes apparently escape the long-term epigenetic repression that occurs at neuronal gene loci at the developmental switch from neurogenesis to gliogenesis (*37*, *38*). The epigenetic configuration at region-specific genes might function as a latent mechanism to keep some neuronal expressed genes in a “poised state” in astrocytes, which may become activated by reprogramming factors such as shown here. The fact that epigenetic configurations are heritable through cell divisions (*4*, *38*, *39*) might confer astrocytes with a specific and long-lasting regional differentiation potential as may occur during injury-induced neurogenesis (*40*, *41*). Last, the fine-grained heterogeneity of astrocytes between and within brain regions [this study and (*10*, *13*)] may provide a basis for reconstructing diseased brain circuits that require the generation of multiple neuron types (*30*, *42*), with a minimal number of molecular manipulations.

## MATERIALS AND METHODS

### Mouse strains

All transgenic animals used in this study were maintained on ICR/CD-1, FVB/N-Tg, or C57BL/6J genetic backgrounds and genotyped by PCR. The day of the vaginal plug was stipulated as E0.5. The *Gfap::Gfp* line (*16*) (the Jackson Laboratory, stock number 003257) was in an FVB/N-Tg genetic background, the *Gad67::Gfp* line (*43*) was in C57BL/6J, and the *R26^tdTomato^* Cre-dependent line (the Jackson Laboratory, stock number 007908) and the *Gbx2^CreERT2/+^* mouse line (*18*) were in an ICR/CD-1 genetic background. Tamoxifen induction of Cre recombinase in the double-mutant embryos (*Gbx2^CreERT2/+^*::*R26^tdTomato^*) was performed as previously described (*44*). The Committee on Animal Research at the University Miguel Hernández approved all the animal procedures, which were carried out in compliance with Spanish and European Union regulations.

### Isolation of astrocytes and neurons for RNA-seq

The brains (four brains were pooled for each sample) were extracted in ice-cold KREBS solution and cut in the vibratome in 300-μm slices, and cells were dissociated as in a previous publication (*22*). Thalamic nuclei (dLG, VPM, and MGv) and somatosensory cortex (S1) were dissected and pooled in cold dissociation medium [20 mM glucose, 0.8 mM kynurenic acid, 0.05 mM d,l-2-amino-5-phosphonovaleric acid (APV), penicillin (50 U/ml), streptomycin (0.05 mg/ml), 0.09 M Na_2_SO_4_, 0.03 M K_2_SO_4_, and 0.014 M MgCl_2_]. The tissue was transferred to sterile conditions and enzymatically digested in dissociation medium supplied with l-cysteine (0.16 mg/ml) and 70 U papain (Sigma-Aldrich) set to pH 7.35, at 37°C for 30 min with repeated shaking. The enzyme was then inhibited with dissociation medium containing ovomucoid (0.1 mg/ml) (Sigma-Aldrich) and bovine serum albumin (BSA) (0.1 mg/ml) set to pH 7.35, at room temperature. Tissue was transferred to iced Opti-MEM (Life Technologies) supplied with 20 mM glucose, 0.4 mM kynurenic acid, and 0.025 mM APV and mechanically dissociated until a single-cell suspension was obtained. Cells were concentrated by centrifugation with 850 rpm for 5 min and filtered through a cell strainer (BD Falcon). The genetically labeled live cells were separated based on green or red fluorescence intensity using fluorescence-activated cell sorting (FACSAria III, BD). FACS-purified cells were collected directly in lysis buffer of the RNeasy Micro Kit (Qiagen, no. 74004) that was used to recover total RNA according to the manufacturer’s instructions. RNA quality for all samples was measured on an Agilent Bioanalyzer 2100 system. All samples with RNA Integrity Number (RIN) > 7 were used as input to library construction.

### Library preparation and RNA-seq

Library construction and sequencing were performed at the CNAG-CRG (Centro Nacional de Análisis Genómico) genomics core facility (Barcelona, Spain). Briefly, cDNA multiplex libraries were prepared using SMARTer Ultra Low RNA Kit v4 (Takara, no. 634894) and NEBNext Ultra DNA Library Prep for Illumina according to the manufacturer’s instructions (NEB, no. E7645). Libraries were sequenced together in a single flow cell on an Illumina HiSeq 2500 platform using v4 chemistry in 1 × 50 bp (base pair) single-end mode. A minimum of 25 million reads were generated from each library.

### Bioinformatic analysis of the RNA-seq

RNA-seq analyses were performed as previously described (*45*) with minor modifications: Quality control of the raw data was performed with FastQC (v0.11.7) and sequenced dataset adapters were trimmed using Cutadapt (v2.3) and Trim Galore (v0.6.1). RNA-seq reads were mapped to the mouse genome (GRCm.38.p6/mm10) using STAR (v2.7.0d), and SAM/BAM files were further processed using SAMtools (v1.9). Aligned reads were counted and assigned to genes using Ensembl release 95 gene annotation and FeatureCounts, Subread (v1.6.4) (*46*). Normalization of read counts and differential expression analyses were performed using DESeq2 (v1.22.2) and Bioconductor (v3.8) in the R statistical computing and graphics platform (v3.5.1 “Feather Spray”).

In the analysis datasets of cortical astrocytes and thalamic astrocytes and neurons generated for this study, significantly DEGs were identified using statistical significance threshold [Benjamini-Hochberg (BH)–adjusted *P* value < 0.1] and absolute log_2_ fold change (log_2_FC) > 0 using shrunken log_2_FC using the adaptive *t* prior Bayesian shrinkage estimator “apeglm” (tables S1, S3, and S4) (*47*). To identify the top most differentially enriched genes between cortical and thalamic neurons, we used data generated in this study for thalamic neurons (P0) and publicly available dataset for cortical neurons (P1) from a previously published study (GSE63482) (*20*). Datasets from (*20*) consist of RNA-seq profiles of multiple classes of FACS-purified cortical neurons from ICR/CD-1 mice: callosal projecting neurons (CPN, *n* = 2), corticothalamic projecting neurons (CThPN, *n* = 2), and subcerebral projecting neurons (ScPN, *n* = 2) (*20*). Neuronal datasets from the cortex and thalamus were aligned from the raw sequence, and gene counts were generated using the same pipeline as indicated previously. Gene counts were normalized using the median of ratios method in DESeq2 R package, and the ratio between gene counts (regularized logarithm transformation of the normalized counts) were used to identify the top 400 most differentially enriched genes between cortical and thalamic neurons. Hypergeometric test (one-sided Fisher’s exact test) was performed to test independence between lists of enriched or significantly DEGs from neurons and astrocytes from different brain regions and to obtain estimated odds ratios. RNA-seq coverage tracks for selected genes were generated using Integrative Genomics Viewer (IGV) (v2.4.14) and plotted in a 5′ to 3′ direction. Hierarchical clustering analysis was performed using “Manhattan” distance and “Ward.2” clustering method metrics to visualize significantly up-regulated and down-regulated genes. In the functional enrichment analysis of the datasets from astrocytes, a more restrictive filtering criterion was used to detect high significantly DEG based on simultaneous threshold of BH-adjusted *P* value < 0.1 and absolute log_2_FC > 0.322. This analysis revealed 508 versus 444 DEGs enriched in the thalamus and cortex, respectively. 

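With a log2FC of more than 0.322 in size required beside an adjusted p under 0.1 from edgeR’s quasi-likelihood test, 969 genes were higher in thalamic and 1048 in cortical astrocytes. With DESeq2 and log2FC shrunken by apeglm, as in the methods, 924 genes were higher in the thalamus and 595 in the cortex. With an adjusted p under 0.05 in edgeR, these were 612 and 760 genes.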

The GO overrepresentation analysis and GSEA were performed using clusterProfiler (v3.10.1) (*48*). All enriched terms were considered significant at adjusted *P* values by BH with *P* value cutoff < 0.01 and 0.1, in the GO overrepresentation analysis and GSEA, respectively. The reference gene set used to perform the analysis was C5 (GO Biological Process) collection from the Molecular Signatures Database (MSigDB) (v6.2).

### Bioinformatic analysis of the scRNA-seq

We analyzed recent work from scRNA-seq to interrogate thalamic and cortical cellular heterogeneity (*23*). The sequence data are publicly available at the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession SRP135960 (*23*). Briefly, scRNA-seq datasets (postfiltered count matrices) for the thalamus and cortex were downloaded from the associated wiki and processed with Seurat R package (v3.1.4) (*49*). First, we performed quality control analysis that confirmed that the data were of high quality. All cells had more than 600 detected molecules (UMIs) and the proportion of mitochondrial reads was below 5% for the vast majority of cells (see fig. S2, A and B). Next, data were preprocessed (log normalization and scaling) before performing linear dimensional reduction (PCA). Graph-based clustering approach using the top 30 principal components was used to identify cell populations (resolution was fixed to 0.8). FindAllMarkers function with default parameters was used to identify gene markers for each cluster and to assign cell-type identity to clusters (see fig. S2, C and D).

Cortical and thalamic scRNA-seq datasets were subsequently integrated as previously described (*50*). The UMAP (Uniform Manifold Approximation and Projection) algorithm was used to nonlinear dimensionality reduction, visualization, and exploratory analysis of the datasets. Differential expression analyses between thalamic and cortical neurons and astrocytes were performed using the FindMarkers function based on the nonparametric Wilcoxon rank sum test with the following parameters (logFC.threshold = 0.1; min.pct = 0). Genes with BH-adjusted *P* value < 0.1 were considered significantly differentially expressed (tables S2 and S5).

### In utero electroporation of StarTrack vectors

For in utero electroporation, a procedure previously described was followed (*51*). Pregnant females (E11.5) were deeply anesthetized with isoflurane to perform laparotomies. The embryos were exposed, and the third ventricles of the embryonic brains were visualized through the uterus with an optic fiber light source. The combination of the plasmids of the StarTrack method at a final concentration of 2 μg/μl was mixed with 0.1% Fast Green (Sigma-Aldrich), as previously described (*12*, *25*). The plasmids used consisted of the coding sequence of six fluorescent proteins (EGFP, mCherry, mKusabian Orange, mTSapphire, mCerulean, and EYFP) subcloned under the regulation of the GFAP or UbC promoters for targeting specifically the astrocytes or all the cell types. Each reporter gene could be directed to the cytoplasm (PB-GFAP/UbC-XFP) or to the nucleus of the cell by fusing it with the H2B histone protein (PB-GFAP/UbC-H2B-XFP). Constructs were flanked by PiggyBac sequences to be inserted into the genome of the targeted cell by a PiggyBac transposase. The plasmids were injected into the third cerebral ventricle by an injector (Nanoliter 2010, WPI). For electroporation, five square electric pulses of 45 V and 50 ms were delivered through the uterus at 950-ms intervals using a square pulse electroporator (CUY21 Edit, NepaGene Co., Japan). The surgical incision was then closed, and embryos were allowed to develop until P8. In the electroporated animals with the UbC-StarTrack combination, tamoxifen was administered at P1 as previously described (*25*) for removing nonintegrated copies of the electroporated plasmids through the Cre recombinase system.

### Measurement of thalamic astrocytic clones

Images were acquired with an Olympus FV1000 confocal IX81 microscope/FV10-ASW software following previously defined settings (*12*). All the pictures were acquired with a 20× oil immersion objective and analyzed with ImageJ software. Only electroporated animals with labeled cells in the three first order thalamic nuclei (dLG, VPM, and MGv) were used. Then, only clones with at least three cells and with the presence of more than one reporter were analyzed.

First, we assigned a binary code to every cell based on the presence or absence of each reporter protein in the cytoplasm and/or the cellular nuclei and the expression of the neuronal marker NeuN in order to distinguish neurons from glial cells. Once all the cells had been analyzed, they were grouped on the basis of their shared binary code, thereby identifying those cells that originated from the same progenitor. Then, we quantified the distribution (in %) of cells belonging to the same clone across the thalamic nuclei.

### Virus production

For the production of the retrovirus, Lenti-X 293T cells (catalog no. 632180, Clontech) were plated on 5- to 10-cm dishes. Encapsulation plasmids containing gag-pol and vsv-g sequences (provided by V. Borrell) were cotransfected with the plasmid of interest using LipoD293 (catalog no. SL100668, SignaGen). The medium was changed after 5 hours, and the virus was collected after 72 hours using Lenti-X concentrator (catalog no. 631231, Clontech).

### In vivo viral and BrdU injections

Pups at P3 were anesthetized on ice and placed in a digital stereotaxic. The virus was injected using an injector (Nanoliter 2010, WPI) in the thalamus or cortex through a small skull incision. BrdU was injected intraperitoneally at 50 mg/kg immediately after viral injections from stock solution (10 mg/ml).

### Astrocyte primary cultures

Postnatal astroglia was cultured as previously described (*52*). Briefly, after removal of the meninges, the cortices (somatosensory and visual) and the thalamus from P4 to P6 mice were dissected and dissociated mechanically in cold KREBS 1×. Subsequently, cells were centrifuged for 10 min at 1000 rpm, resuspended, and plated in a medium consisting of DMEM/F12 (Gibco), 3.5 mM glucose (Sigma-Aldrich), 10% fetal calf serum (Gibco), 5% horse serum (Gibco), 1× GlutaMAX (Fisher), and antibiotic/antimycotic (100 U/μl) (Fisher) and supplemented with B27 2% (Gibco), epidermal growth factor (10 ng/ml) (EGF; Roche), and fibroblast growth factor 2 (10 ng/ml) (FGF2; Roche). Oligodendrocyte precursor cells were removed by brusquely shaking the culture flasks several times when changing the medium after 2 or 3 days. Cells were passaged after 1 week using trypsin/EDTA (Gibco) and plated on poly-d-lysine (Sigma-Aldrich) glass-coated coverslips at a density of 50,000 to 70,000 cells per coverslip (in 24-well plates; BD Biosciences) in the same medium. The vast majority of the cells (>90%) were positive for glial fibrillary acidic protein (Gfap). Nuclei-specific thalamic astrocytic cultures were performed similarly but with a few modifications. Brains were dissected out and cut in a vibratome in 300-μm slices in cold KREBS to dissect the three principal sensory thalamic nuclei: dLG nucleus, the somatosensory VPM nucleus, and the auditory MGv. Thalamic nuclei were then mechanically dissociated and plated on six-well plates and passed when confluent. Astrocytes were infected with CAG-*GFP*-IRES-*GFP*, CAG*-(Flag)Neurog2*-IRES-*DsRed*, CAG*-(Flag)Neurog2*-IRES-*TauGFP*, or CAG*-Gbx2-*IRES*-DsRed* retroviruses. After 24 hours, the medium was changed by a differentiation medium containing DMEM/F12 (Gibco), 3.5 mM glucose (Sigma-Aldrich), 1× GlutaMAX (Fisher), and antibiotic/antimycotic (100 U/μl) (Fisher) and supplemented with B27 2% (Gibco). BDNF (Sigma-Aldrich) was added at 20 ng/ml every fourth day during the differentiation process.

### Histology

For immunofluorescence of reprogrammed neurons in vitro, cultures were fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) (0.01 M) for 10 to 15 min at room temperature. Cultures were first incubated for 1 hour at room temperature in a blocking solution containing 2% BSA (Sigma-Aldrich) and 0.15% Triton X-100 (Sigma-Aldrich) in 0.01 M PBS. Subsequently, the cells were incubated overnight at 4°C with the primary antibodies listed in table S6. The cells were then rinsed in 0.01 M PBS and incubated for 2 hours at room temperature with adequate secondary antibodies listed in table S6. Counterstaining was performed by the fluorescent nuclear dye 4′,6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich).

For histology in postnatal brains, mice were perfused transcardially first with 0.01 M PBS and 4% PFA. Brains were kept on 4% PFA overnight, embedded with 3% agarose in 0.01 M PBS, and cut into slices of 80 μm of thickness in a vibratome (Leica). For Tbr1, Ctip2, Aldh1l1, Rorα, and Lef1 antibodies, an antigen retrieval step with sodium citrate was performed. For BrdU detection, slices were first incubated with 2 N HCl and 0.5% Triton X-100 at 37°C for 30 min, followed by an incubation with borax buffer at room temperature. Slices were incubated for 1 hour at room temperature in a blocking solution containing 1% BSA, 2% donkey serum, 2% goat serum, and 0.4% Triton X-100 in 0.01 M PBS and subsequently incubated overnight at 4°C with primary antibodies. Slices were incubated for 2 hours at room temperature with the appropriate secondary antibodies, washed, incubated with DAPI, and mounted. Images were acquired with a Leica DFC550 camera into a Leica DM5000B microscope, with an Olympus FV1000 confocal IX81 microscope/FV10-ASW software, or with a Zeiss confocal LSM880.

### Fluorescence in situ hybridization

*Gfap::Gfp* brains were cut into slices of 100 μm of thickness in a vibratome (Leica). Slices were dehydrated, incubated for 15 min with 2% H_2_O_2_ in EtOH at room temperature for blocking endogenous peroxidase, and rehydrated. Then, slices were washed first with PBS and 0.1% Tween 20 (PBT), then with a detergent mix [1% NP-40, 1% SDS, 0.5% sodium deoxycholate, 50 mM tris-HCl (pH 8), 1 mM EDTA, and 150 mM NaCl] three times for 20 min, and postfixed with 4% PFA. After three washes with PBT, slices were incubated with prehybridization solution [50% deionized formamide, 5× SSC (pH 5.3), heparin (50 μg/ml), tRNA (50 μg/ml), single-stranded DNA (50 μg/ml), and 0.1% Tween 20] for 1 hour at 65°C in a humid chamber and then incubated overnight with the corresponding probe in prehybridization solution at 65°C.

The next day, slices were washed four times with prewarmed washing solution [50% formamide, 2× SSC (pH 5.3), and 1% SDS] at 65°C and four times with MABT [100 mM maleic acid, 150 mM NaCl, 0.19 M NaOH (pH 7.5), and 0.1% Tween 20]. Slices were then incubated with blocking solution [2% Blocking Reagent (Sigma-Aldrich, no. 11096176001) in MABT] for 2 hours and then incubated overnight at 4°C with anti–digoxigenin-POD (Sigma-Aldrich, no. 11207733910) diluted 1/500 in blocking solution.

Slices were washed four times with MABT and then revealed with TSA PLUS CYANINE 3 (Akoya, SKU NEL744001KT) diluted 1/500 in MABT. Once revealed, slices were washed with MABT and then immunofluorescence was performed as described above.

### Purification of total RNA and quantitative real-time PCR

For specific isolation of reprogrammed astrocytes, a previously published method was followed (*20*) but with some modifications for cultured cells. Astrocytes from the thalamus, cortex, dLG, VPM, and MGv were cultured and infected with *Neurog2* retrovirus, and after 10 days in vitro, they were collected by applying trypsin/EDTA (Gibco) to the plate, resuspended with culture medium, and centrifuged. Reprogrammed astrocytes were fixed with PFA 1% for 10 min at 4°C, after which the PFA was quenched by adding 55 μl of glycine, 1.25 M per 500 μl of PFA solution. Immunocytochemistry against Tuj1 and RFP was performed, and cells were separated (Tuj1^+^/RFP^+^ versus Tuj1^−^/RFP^+^) by a flow cytometer (BD FACSAria) based on their fluorescence (see schema on fig. S8, C to E). Once the cells were collected, they were centrifuged and incubated for 3 hours at 50°C with lysis buffer, their RNA was purified using TRIzol (Fisher), and cells were resuspended in RNase-free water.

cDNA was obtained from 1 μg of total RNA using the specific protocol for first-strand cDNA synthesis in two-step reverse transcription (RT)–PCR using the High-Capacity cDNA Reverse Transcription Kit (Fisher) and stored at −20°C. qPCR was performed in a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, USA) using the MicroAmp fast 96-well reaction plate (Applied Biosystems) and the Power SYBR Green PCR Master Mix (Applied Biosystems). The primers used for detecting the expression of the different genes are listed in table S7. A master mix was prepared for each primer set containing the appropriate volume of SYBR Green, primers, and template cDNA. All reactions were performed in triplicate. The amplification efficiency for each primer pair and the cycle threshold (Ct) were determined automatically by the StepOne Software, v2.2.2 (Applied Biosystems). Transcript levels were represented relative to the *Gapdh* signal, adjusting for the variability in cDNA library preparation.

### Patch-clamp recordings of iNs

For the electrophysiological analysis, astrocytes were infected with a retrovirus encoding CAG-*Neurog2*-ires-*TauGFP*. After 3 weeks, cultures were transferred to the recording chamber and were perfused with standard artificial cerebrospinal fluid (aCSF) containing the following: 119 mM NaCl, 5 mM KCl, 1.3 mM MgSO_4_, 2.4 mM CaCl_2_, 1 mM NaH_2_PO_4_, 26 mM Na_2_HCO_3_, and 11 mM glucose. The aCSF was perfused at a rate of 2.7 ml min^−1^, continuously bubbled with a gas mixture of 95% O_2_ + 5% CO_2_, and warmed at 30° to 32°C.

Somatic whole-cell recordings were made under visual control using an upright microscope (Leica DM-LFSA) and a water immersion (20 or 40×) objective. The intracellular solution contained the following: 130 mM K-gluconate, 5 mM KCl, 5 mM NaCl, 0.2 mM EGTA, 10 mM Hepes, 4 mM Mg-ATP, and 0.4 mM Na-GTP, pH 7.2 adjusted with KOH; 285 to 295 mOsm. Recordings were obtained in current-clamp and/or voltage-clamp mode with a patch-clamp amplifier (MultiClamp 700A, Molecular Devices, USA). No correction was made for the pipette junction potential. Voltage and current signals were filtered at 2 to 4 kHz and digitized at 20 kHz with a 16-bit resolution analog to digital converter (Digidata 1550B, Axon Instruments). The generation and acquisition of pulses were controlled by pClamp 10.6 software (Axon Instruments). Patch pipettes were made from borosilicate glass [1.5 mm OD (outer diameter), 0.86 mm ID (inner diameter), with inner filament] and had a resistance of 4 to 7 megohms when filled. Neurons in which series resistance was >30 megohms were discarded. Quantification of intrinsic membrane properties and spontaneous neuronal activity was performed on Clampfit 10.7 (Axon Instruments). The presence of putative spontaneous excitatory postsynaptic currents (sEPSCs) was assessed in voltage clamp recordings at −70 mV.

### In silico *Neurog2* binding sites determination

In silico analysis was performed to find out Neurog2 binding sites across the whole genome using FIMO Motif Scanning from MEME Suite (v5.0.2) (*53*). Neurog2 transcription factor motif (NGN2_MOUSE.H11MO.0.C) from HOCOMOCO database (v11) and mouse genome (GRCm38.p6 GenCode M18) were used to carry out this analysis. Neurog2 binding sites were annotated to genes using ChIPseeker (v1.18) (*54*) and Bioconductor (v3.8) in the R statistical computing and graphics platform (v3.5.1 Feather Spray). We retrieved genomic regions and selected binding sites [promoters, 5′UTR (5′ untranslated region), first intron and first exon] whose location was ±3 kb of GENCODE annotated TSSs (transcription start sites) of protein-coding genes. These criteria retrieved 180,611 putative Neurog2 binding sites belonging to 20,478 protein coding genes. Chromatin immunoprecipitation sequencing (ChIP-seq) coverage tracks for selected genes were generated using IGV (v2.4.14) and plotted in a 5′ to 3′ direction based on publicly available datasets from forebrain samples of H3K4me3 (ENCSR258YWW experiment) and H3K27me3 (ENCSR070MOK experiment) histone marks at P0 extracted from the ENCODE Project (see fig. S9).

### ChIP for H3K4me3 and H3K27me3

ChIP assays were performed following a previously published protocol (*55*). Cultured astrocytes from the thalamus and cortex were collected after 1 week in vitro when confluence is reached, centrifuged, and resuspended to approximately 500,000 cells. Cells were fixed with 1% PFA in PBS for 10 min at room temperature and quenched with 55 μl of glycine, 1.25 M per 500 μl of PFA solution with orbital shaking. After that, cells were lysed in 300 μl of SDS lysis buffer (0.5% SDS, 10 mM EDTA, and 50 mM tris-HCl) supplemented with protease inhibitor cocktail (Roche, 11836153001), sonicated for 10 min in a Diagenode Bioruptor Pico, precleared with 30 μl of washed Dynabeads (Invitrogen, 10003D), and diluted five times in ChIP IP buffer [20 mM Hepes, 0.2 M NaCl, 2 mM EDTA, 0.1% Na-DOC, 1% Triton X-100, and BSA (5 mg/ml)]. One percent of each sample was kept as input. Samples were divided into three tubes and incubated overnight at 4°C in a rotating wheel with 2.5 μg per tube of the anti-H3K4me3 (Sigma-Aldrich, 07-473), anti-H3K27me3 (Abcam, ab6002), or control IgG antibody. The next day, washed and saturated Dynabeads were added and incubated with the samples for 2 hours at 4°C. Dynabeads were washed five times with LiCl buffer (50 mM Hepes, 1 mM EDTA, 1% NP-40, 1% Na-DOC, and 0.5 M LiCl) and once with TE buffer (10 mM Tris-HCl and 1 mM EDTA). Antibody/chromatin complexes together with the inputs were eluted by adding 100 μl of elution buffer (50 mM NaHCO_3_ and 1% SDS), 10 μl of NaCl (5 M), and 1 μl of proteinase K (Sigma-Aldrich, 3115836001) to each tube and put on a thermomixer, shaking at 1000 rpm at least 2 hours at 60°C. Samples and inputs were decross-linked by heating for 15 min at 95°C. Both samples and inputs were treated with RNase A (Roche, 10109142001) for 30 min at 65°C, and the DNA was purified with phenol/chloroform and ethanol-precipitated. Primers used for detecting the immunoprecipitated genomic regions are listed in table S7.

### Primer design

For RNA expression analysis, Primer3 and Blast tools from NCBI webpage were used, using the accession numbers of the coding sequences of the genes of interest. For ChIP experiments, we used the information obtained from the in silico *Neurog2* binding sites analysis and the open-source information of the ENCODE project. For primers design, regions on the promoters of candidate genes that included a putative binding site for *Neurog2* and that were enriched in H3K4me3 and H3K27me3 signal were selected.

### Quantification and statistical analysis

Statistical analysis was carried out in GraphPad Prism (v.6), Origin (v.8.0), and R (v3.5.1 Feather Spray) statistical computing and graphics platform. Data are presented as means ± SEM or with box-and-whisker plots, which give the median, 25th and 75th percentiles, and range. Statistical comparison between groups was performed using paired or unpaired two-tailed Student’s *t* test or Mann-Whitney *U* test nonparametric two-tailed test when data failed a Kolmogorov-Smirnov or a Shapiro-Wilk normality test. For multiple comparison analysis, a one-way analysis of variance (ANOVA) test with Holm-Sidak’s multiple comparisons test was used, and Kruskal-Wallis test with Dunn’s multiple comparisons test was used when data failed a Kolmogorov-Smirnov or a Shapiro-Wilk normality test. Simple effect analysis was performed when interaction was significant. *P* values < 0.05 were considered statistically significant and set as follows: *P < 0.05, **P < 0.005, and ***P < 0.0005. In the bioinformatical analysis, DEGs were identified using a statistical significance threshold (BH-adjusted *P* value < 0.1) and set as follows: *adj. *P* < 0.1, **adj. *P* < 0.01, and ***adj. *P* < 0.001. No statistical methods were used to predetermine the sample size, but our sample sizes are considered adequate for the experiments and consistent with the literature. The mice were not randomized. The investigators were blinded to sample identity.

For Fig. 1B, PCA of astrocytes shows only the first two principal components, PC1 represents 59% variance and PC2 represents 15% variance (*n* = 4 Ctx, *n* = 4 to 5 each Th nucleus). For Fig. 1C, DE analysis (adj. *P* < 0.1, log_2_FC > 0; 1675 DEG As-Th versus 1287 DEG As-Ctx). For Fig. 1D, DE analysis (adj. *P* < 0.1, log_2_FC > 0; 1675 DEG As-Th versus 1287 DEG As-Ctx) (table S1). For Fig. 1E, GSEA: thalamus development (GO:0021794) (NES = 1.666; *P* = 0.028; adj. *P* = 0.074), diencephalon development (GO:00221536) (NES = 1.889; *P* = 0.018; adj. *P* = 0.052), cerebral cortex neuron differentiation (GO:0021895) (NES = −2.119; *P* = 0.002; adj. *P* = 0.011), and telencephalon regionalization (GO:0021978) (NES = −1.879; *P* = 0.008; adj. *P* = 0.029) produced with a more restrictive DE analysis (adj. *P* < 0.1, log_2_FC > 0.322, As-Th: 508 DEGs, As-Ctx: 444 DEGs). Figure 1F used a more restrictive DE analysis (adj. *P* < 0.1, log_2_FC > 0.322, As-Th: 508 DEGs, As-Ctx: 444 DEGs).

For Fig. 2B, hypergeometric test (one-sided Fisher’s exact test). As-Th enriched in Ns-Th ***P = 3.649224 × 10^−37^, OD = 4.7272; As-Th enriched in Ns-Ctx ns *P =* 0.9981097, OD = 0.5754116; As-Ctx enriched in Ns-Ctx ***P = 3.304775 × 10^−11^, OD = 2.669471, As-Ctx enriched in Ns-Th ns *P =* 0.9957097, OD = 0.5668416. Quantification was recovered from data of RNA-seq analysis of astrocytic DEGs (adj. *P* < 0.1, log_2_FC > 0; 1675 DEG As-Th versus 1287 DEG As-Ctx) and top 400 neuronal genes. For Fig. 2E, DE analysis of astrocytes, Wilcoxon rank sum test (adj. *P* < 0.1, log_2_FC > 0.1, As-Th: 549 DEGs, As-Ctx: 1106 DEGs). For the DE analysis of neurons, Wilcoxon rank sum test (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Th: 2425 DEGs, Ns-Ctx: 1845 DEGs) (table S2). For Fig. 2F, hypergeometric test (one-sided Fisher’s exact test). As-Th enriched in Ns-Th ***P = 4.001415 × 10^−73^, OD = 5.57147; As-Th enriched in Ns-Ctx ns *P =* 0.9992975, OD = 0.6456831; As-Ctx enriched in Ns-Ctx ***P = 2.066775 × 10^−159^, OD = 7.142444; and As-Ctx enriched in Ns-Th ns *P =* 0.9962708, OD = 0.7517044. Quantification was recovered from the data of scRNA-seq analysis of astrocytic DEGs (adj. *P* < 0.1, log_2_FC > 0.1, As-Th: 549 DEGs, As-Ctx: 1106 DEGs) and neuronal DEGs (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Th: 2425 DEGs, Ns-Ctx: 1845 DEGs) (table S2).

For Fig. 3B, PCA shows only the first two principal components in astrocytes of the three thalamic nuclei, PC1 represents 41% variance and PC2 represents 24% variance (*n* = 4 to 5 replicates each; table S3). For Fig. 3C, PCA shows only the first two principal components, PC1 represents 47% variance and PC2 represents 32% variance (*n* = 3 to 4 replicates each; table S4). For Fig. 3D, hypergeometric test (one-sided Fisher’s exact test) from intersect between the populations of genes for the comparison of significant overexpression in As-dLG and enriched in Ns-dLG ***P = 1.750051 × 10^−11^, OD = 4.4.292546; significant overexpression in As-MGv and enriched in Ns-dLG ns *P =* 0.9956851, OD = 0.3838985; significant overexpression in As-VPM and enriched in Ns-dLG ns *P =* 0.9999685, OD = 0.5766173; significant overexpression in As-dLG and enriched in Ns-MGv ns *P =* 0.7531583, OD = 0.8598092; significant overexpression in As-MGv and enriched in Ns-MGv ***P = 3.358423 × 10^−18^, OD = 3.946944; significant overexpression in As-VPM and enriched in Ns-MGv ns *P =* 1, OD = 0.3334283; significant overexpression in As-dLG and enriched in Ns-VPM ns *P =* 0.8043838, OD = 0.7983417; significant overexpression in As-MGv and enriched in Ns-VPM ns *P =* 0.3478912, OD = 1.123736; significant overexpression in As-VPM and enriched in Ns-VPM ***P = 1.256227 × 10^−25^, OD = 2.495969. Quantification was recovered from the data of RNA-seq analysis of astrocytic DEGs (adj. *P* < 0.1, log_2_FC > 0; 221 DEG As-dLG, 1771 DEG As-VPM, and 278 DEG As-MGv) (table S3) and neuronal DEGs (adj. *P* < 0.1, log_2_FC > 0; 705 DEG Ns-dLG, 961 DEG Ns-VPM, 1330 DEG Ns-MGv) between distinct sensory-modality thalamic nuclei (table S4).

For Fig. 4C, Kruskal-Wallis test, with Dunn’s multiple comparisons test. *n* = 5 electroporated mice. For dLG clones, *n* = 59 clones: ***P < 0.0001; dLG [confidence interval (CI): 77.24 to 87.74%] versus VPM (CI: 6.932 to 15.36%), ***P < 0.0001; dLG versus MGv (CI: 2.909 to 9.824%), ***P < 0.0001; VPM versus MGv, ns *P* = 0.7795. For VPM clones, *n* = 179 clones: ***P < 0.0001; dLG (CI: 3.65 to 7.266%) versus VPM (CI: 84.69 to 90.01%), ***P < 0.0001; VPM versus MGv (CI: 5.131 to 9.401%), ***P < 0.0001; dLG versus MGv, ns *P* > 0.9999. For MGv clones, *n* = 82 clones: ***P < 0.0001; dLG (CI: 0.7806 to 4.859%) versus MGv (CI: 78.39 to 88.03%), ***P < 0.0001; VPM (CI: 8.903 to 16.60%) versus MGv, ***P < 0.0001; dLG versus VPM, *P = 0.0253. For Fig. 4G, Kruskal-Wallis test, with Dunn’s multiple comparisons test. *n* = 4 electroporated animals. For dLG mixed clones, *n* = 52 clones. For all cells, ***P < 0.0001; dLG (CI: 72.52 to 81.64%) versus VPM (CI: 13.12 to 21.29%), ***P < 0.0001; dLG versus MGv (CI: 3.346 to 7.865%), ***P < 0.0001. For neurons, ***P < 0.0001; dLG (CI: 64.72 to 82.4%) versus VPM (CI: 11.40 to 27.25%), ***P < 0.0001; dLG versus MGv (CI: 3.305 to 10.61%), ***P < 0.0001. For no neurons, ***P < 0.0001; dLG (CI: 57.50 to 78.95%) versus VPM (CI: 14.45 to 33.54%), ***P < 0.0001; dLG versus MGv (CI: 1.136 to 14.42%), ***P < 0.0001. For VPM clones, *n* = 71 clones. For all cells, ***P < 0.0001; dLG (CI: 9.353 to 16.29%) versus VPM (CI: 74.28 to 82.26%), ***P < 0.0001; VPM versus MGv (CI: 5.639 to 11.73%), ***P < 0.0001. For neurons, ***P < 0.0001; dLG (CI: 17.88 to 33.37%) versus VPM (CI: 54.55 to 71.69%), ***P < 0.0001; VPM versus MGv (CI: 4.817 to 17.69%), ***P < 0.0001. For no neurons, ***P < 0.0001; dLG (CI: 0.7925 to 7.465%) versus VPM (CI: 74.88 to 90.40%), ***P < 0.0001; VPM versus MGv (CI: 5.491 to 19.11%), ***P < 0.0001. For MGv clones, *n* = 7 clones. For all cells, ***P < 0.0001; VPM (CI: 6.127 to 33.87%) versus MGv (CI: 44.95 to 87.91%), **P = 0.0099; dLG (CI: 1.42 to 25.72%) versus MGv, **P = 0.0011. For neurons, ns *P* = 0.7463; VPM (CI: −2.264 to 68.93%) versus MGv (CI: 0.3102 to 85.40%), ns *P* > 0.9999; dLG (CI: −10.49 to 58.11%) versus MGv, ns *P* = 0.8395. For no neurons, *P = 0.0167; VPM (CI: −7.477 to 28.91%) versus MGv (CI: 35.05 to 107.8%), *P = 0.0209; dLG (CI: −16.73 to 52.45%) versus MGv, *P = 0.0354.

For Fig. 5C, Mann-Whitney *U* test nonparametric two-tailed test. For Lef1, **P = 0.0065, *n* = 6 mice (265 iNs in Th and 103 iNs in Ctx); for Rorα, *P = 0.0286, *n* = 4 mice (69 iNs in Th and 176 iNs in Ctx); for Tbr1, **P = 0.0022, *n* = 5 to 6 mice (202 iNs in Th and 109 iNs in Ctx); and for Ctip2, **P = 0.0022, *n* = 6 mice (202 iNs in Th and 109 iNs in Ctx). For Fig. 5F, ordinary one-way ANOVA and Holm-Sidak’s multiple comparisons test for Rorα [*F* = 13.00, degrees of freedom (df) = 29, ***P < 0.0001], Tbr1 (*F* = 23.56, df = 31, ***P < 0.0001), and Ctip2 (*F* = 30.70, df = 28, ***P < 0.0001), and Kruskal-Wallis test with Dunn’s multiple comparisons test for vGlut2 (***P < 0.0001). For Rorα, Inf. As-Th versus Inf. As-Ctx, ***P < 0.0001, *n* = 6 independent cultures; Inf. As-Th + As-Ctx versus Inf. As-Ctx + As-Th, ***P = 0.0008, *n* = 6; Inf. As-Th + Ns-Ctx versus Inf. As-Ctx + Ns-Th, **P = 0.0022, *n* = 6. For Tbr1, Inf. As-Th versus Inf. As-Ctx, ***P < 0.0001, *n* = 6; Inf. As-Th + As-Ctx versus Inf. As-Ctx + As-Th, ***P < 0.0001, *n* = 6; Inf. As-Th + Ns-Ctx versus Inf. As-Ctx + Ns-Th, ***P < 0.0001, *n* = 6. For Ctip2, Inf. As-Th versus Inf. As-Ctx, ***P < 0.0001, *n* = 6; Inf. As-Th + As-Ctx versus Inf. As-Ctx + As-Th, ***P < 0.0001, *n* = 6; Inf. As-Th + Ns-Ctx versus Inf. As-Ctx + Ns-Th, ***P < 0.0001, *n* = 6. For vGlut2, Inf. As-Th versus Inf. As-Ctx, ***P = 0.0003, *n* = 6; Inf. As-Th + As-Ctx versus Inf. As-Ctx + As-Th, *P = 0.0437, *n* = 7; Inf. As-Th + Ns-Ctx versus Inf. As-Ctx + Ns-Th, *P = 0.0239, *n* = 5. For Fig. 5H, ordinary one-way ANOVA test with Holm-Sidak’s multiple comparisons test. *Sp9*, *F* = 8.924, df = 32, ***P = 0.0008; dLG versus VPM, ***P = 0.0007, *n* = 12 independent cultures; dLG versus MGv, **P = 0.0034, *n* = 12. *Hs6st2*, *F* = 5.128, df = 25, *P = 0.0136; dLG versus VPM, **P = 0.0093, *n* = 10; dLG versus MGv, *P = 0.0331, *n* = 10. *Crabp2*, *F* = 4.702, df = 24, *P = 0.0189; MGv versus dLG, *P = 0.0341, *n* = 10; MGv versus VPM, *P = 0.0147, *n* = 10. *Tshz1*, *F* = 10.97, df = 37, ***P = 0.0002; MGv versus dLG, ***P = 0.0006, *n* = 14; MGv versus VPM, ***P = 0.0003, *n* = 14. *Cck*, *F* = 5.409, df = 30, **P = 0.0099; VPM versus dLG, **P = 0.0064, *n* = 12; VPM versus MGv, *P = 0.0393, *n* = 12.

For Fig. 6B, ordinary one-way ANOVA test with Holm-Sidak’s multiple comparisons test; for *Gbx2* in Th, *F* = 39.71, ***P < 0.0001; Th basal (*n* = 19) versus Th + Neurog2 (*n* = 14), ns *P* = 0.9579, *t* = 0.05318, df = 36; Th basal versus Th + Neurog2 + Gbx2 (*n* = 6), ***P < 0.0001, *t* = 8.429, df = 36; Th + Neurog2 versus Th + Neurog2 + Gbx2, ***P < 0.0001, *t* = 8.128, df = 36. For Ctx, *F* = 167.4, ***P < 0.0001; Ctx basal (*n* = 14) versus Ctx + Neurog2 (*n* = 14), ns *P* = 0.9831, *t* = 0.02134, df = 31; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 6), ***P < 0.0001, *t* = 16.88, df = 31; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ***P < 0.0001, *t* = 16.86, df = 31. *Pou2f2*, for Th, *F* = 20.15, ***P < 0.0001; Th basal (*n* = 12) versus Th + Neurog2 (*n* = 14), *P = 0.0386, *t* = 2.163, df = 30; Th basal versus Th + Neurog2 + Gbx2 (*n* = 7), ***P < 0.0001, *t* = 6.307, df = 30; Th + Neurog2 versus Th + Neurog2 + Gbx2, ***P = 0.0001, *t* = 4.642, df = 30. For Ctx, *F* = 11.79, ***P = 0.0001; Ctx basal (*n* = 14) versus Ctx + Neurog2 (*n* = 12), ns *P* = 0.6091, *t* = 0.5164, df = 32; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 9), ***P = 0.0002, *t* = 4.589, df = 32; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ***P = 0.0007, *t* = 3.986, df = 32. *Tbr1*, for Th, *F* = 0.2125, ns *P* = 0.8095; Th basal (*n* = 20) versus Th + Neurog2 (*n* = 14), ns *P* = 0.8900, *t* = 0.6478, df = 39; Th basal versus Th + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9203, *t* = 0.1537, df = 39; Th + Neurog2 versus Th + Neurog2 + Gbx2, ns *P* = 0.9023, *t* = 0.3642, df = 39. For Ctx, *F* = 5.79, **P = 0.0062; Ctx basal (*n* = 20) versus Ctx + Neurog2 (*n* = 15), **P = 0.0076, *t* = 3.222, df = 40; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9186, *t* = 0.1029, df = 40; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, *P = 0.0403, *t* = 2.416, df = 40. *Ctip2*, for Th, *F* = 15.57, ***P < 0.0001; Th basal (*n* = 19) versus Th + Neurog2 (*n* = 14), ***P < 0.0001, *t* = 5.452, df = 37; Th basal versus Th + Neurog2 + Gbx2 (*n* = 7), ns *P* = 0.4738, *t* = 0.7238, df = 37; Th + Neurog2 versus Th + Neurog2 + Gbx2, **P = 0.0028, *t* = 3.457, df = 37. For Ctx, *F* = 4.681, *P = 0.0154; Ctx basal (*n* = 20) versus Ctx + Neurog2 (*n* = 12), *P = 0.018, *t* = 2.913, df = 37; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9460, *t* = 0.06815, df = 37; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, *P = 0.05, *t* = 2.268, df = 37. *Ror*α, for Th, *F* = 0.7022, ns *P* = 0.5015; Th basal (*n* = 22) versus Th + Neurog2 (*n* = 14), ns *P* = 0.5676, *t* = 1.183, df = 40; Th basal versus Th + Neurog2 + Gbx2 (*n* = 7), ns *P* = 0.8707, *t* = 0.4299, df = 40; Th + Neurog2 versus Th + Neurog2 + Gbx2, ns *P* = 0.8707, *t* = 0.4707, df = 40. For Ctx, *F* = 0.05697, ns *P* = 0.9447; Ctx basal (*n* = 22) versus Ctx + Neurog2 (*n* = 14), ns *P* = 0.9827, *t* = 0.1035, df = 41; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9827, *t* = 0.2709, df = 41; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ns *P* = 0.9827, *t* = 0.3321, df = 41. *Lef1*, for Th, *F* = 0.2178, ns *P* = 0.8053; Th basal (*n* = 21) versus Th + Neurog2 (*n* = 14), ns *P* = 0.8893, *t* = 0.6494, df = 40; Th basal versus Th + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9353, *t* = 0.3267, df = 40; Th + Neurog2 versus Th + Neurog2 + Gbx2, ns *P* = 0.9353, *t* = 0.1993, df = 40. For Ctx, *F* = 0.4896, ns *P* = 0.6164; Ctx basal (*n* = 22) versus Ctx + Neurog2 (*n* = 14), ns *P* = 0.7079, *t* = 0.9725, df = 41; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.8896, *t* = 0.1396, df = 41; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ns *P* = 0.7871, *t* = 0.6201, df = 41. *Fezf2*, for Th, *F* = 21.11, ***P < 0.0001; Th basal (*n* = 17) versus Th + Neurog2 (*n* = 10), ***P < 0.0001, *t* = 5.764, df = 32; Th basal versus Th + Neurog2 + Gbx2 (*n* = 8), ***P < 0.0001, *t* = 4.800, df = 32; Th + Neurog2 versus Th + Neurog2 + Gbx2, ns *P* = 0.6177, *t* = 0.5040, df = 32. For Ctx, *F* = 0.2050, ns *P* = 0.8157; Ctx basal (*n* = 18) versus Ctx + Neurog2 (*n* = 10), ns *P* = 0.9051, *t* = 0.3393, df = 33; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.9051, *t* = 0.3998, df = 33; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ns *P* = 0.8938, *t* = 0.6402, df = 33. *Slc17a6*, for Th, *F* = 4.011, *P = 0.0261; Th basal (*n* = 21) versus Th + Neurog2 (*n* = 13), *P = 0.0228, *t* = 2.813, df = 39; Th basal versus Th + Neurog2 + Gbx2 (*n* = 8), ns *P* = 0.4043, *t* = 1.224, df = 39; Th + Neurog2 versus Th + Neurog2 + Gbx2, ns *P* = 0.4043, *t* = 1.077, df = 39. For Ctx, *F* = 3.454, *P = 0.0427; Ctx basal (*n* = 20) versus Ctx + Neurog2 (*n* = 9), ns *P* = 0.4808, *t* = 0.7127, df = 35; Ctx basal versus Ctx + Neurog2 + Gbx2 (*n* = 9), ns *P* = 0.0702, *t* = 2.184, df = 35; Ctx + Neurog2 versus Ctx + Neurog2 + Gbx2, ns *P* = 0.0550, *t* = 2.466, df = 35.

In Fig. 6D, for the log_2_ of the ratio of H3K4me3/HeK27me3, unpaired Student’s *t* test two-tailed test; *Gbx2*, Th (*n* = 14) versus Ctx (*n* = 12), ***P< 0.0001, *t* = 8.037, df = 24; *Ror*α, Th (*n* = 23) versus Ctx (*n* = 22), *P = 0.0450, *t* = 2.065, df = 43; *Lef1*, Th (*n* = 20) versus Ctx (*n* = 21), *P = 0.0126, *t* = 2.616, df = 39; *Fezf2*, Th (*n* = 10) versus Ctx (*n* = 10), ns *P* = 0.3111, *t* = 1.042, df = 18; *Slc17a6*, Th (*n* = 16) versus Ctx (*n* = 16), ns *P* = 0.2250, *t* = 1.239, df = 30; *Pou2f2*, Th (*n* = 16) versus Ctx (*n* = 18), ns *P* = 0.5076, *t* = 0.6700, df = 32; *Tbr1*, Th (*n* = 19) versus Ctx (*n* = 21), *P = 0.0152, *t* = 2.542, df = 38; *Ctip2*, Th (*n* = 17) versus Ctx (*n* = 18), **P = 0.0013, *t* = 3.524, df = 33. For the expression levels (1/ΔCt), unpaired Student’s *t* test two-tailed test; *Gbx2*, Th (*n* = 19) versus Ctx (*n* = 14), ***P < 0.0001, *t* = 9.066, df = 31; *Ror*α, Th (*n* = 22) versus Ctx (*n* = 14), *P = 0.0216, *t* = 2.409, df = 34; *Lef1*, Th (*n* = 22) versus Ctx (*n* = 22), ***P < 0.0001, *t* = 6.388, df = 42; *Fezf2*, Th (*n* = 10) versus Ctx (*n* = 10), **P = 0.0028, *t* = 3.458, df = 18; *Slc17a6*, Th (*n* = 21) versus Ctx (*n* = 14), *P = 0.0298, *t* = 2.271, df = 33; *Pou2f2*, Th (*n* = 17) versus Ctx (*n* = 11), *P = 0.0118, *t* = 2.708, df = 26; *Tbr1*, Th (*n* = 13) versus Ctx (*n* = 20), ns *P* = 0.3033, *t* = 1.047, df = 31; *Ctip2*, Th (*n* = 14) versus Ctx (*n* = 14), ns *P* = 0.1874, *t* = 3.524, df = 26.

In Fig. 6E, for the epigenetics, ordinary one-way ANOVA test with Holm-Sidak’s multiple comparisons test. For *Sp9*, *F* = 6.486, **P = 0.0036; dLG versus VPM, **P = 0.0018, *n* = 14, *t* = 3.587, df = 41; dLG versus MGv, *P = 0.0394, *n* = 14 to 16, *t* = 2.128, df = 41. *Hs6st2*, *F* = 4.188, *P = 0.0215; dLG versus VPM, *P = 0.0164, *n* = 13 to 18, *t* = 2.764, df = 45; dLG versus MGv, *P = 0.0268, *n* = 13 to 17, *t* = 2.289, df = 45. *Crabp2*, *F* = 4.794, *P = 0.0132; MGv versus dLG, *P = 0.0409, *n* = 18 to 12, *t* = 2.108, df = 43; MGv versus VPM, *P = 0.01, *n* = 16 to 18, *t* = 2.958, df = 43. *Tshz1*, *F* = 5.125, *P = 0.0106; MGv versus dLG, *P = 0.0355, *n* = 13 to 15, *t* = 2.178, df = 39; MGv versus VPM, **P = 0.0072, *n* = 14 to 15, *t* = 3.098, df = 39. *Cck*, *F* = 5.489, **P = 0.0076; VPM versus dLG, *P = 0.0227, *n* = 13 to 16, *t* = 2.365, df = 42; VPM versus MGv, **P = 0.0058, *n* = 16, *t* = 3.164, df = 42. For in vivo basal expression, data from the RNA-seq analysis of the astrocytes (adjusted *P* < 0.1, log_2_FC > 0.322) from the three thalamic nuclei were used.

For fig. S1H, Pearson correlation coefficient, *R* = 0.9750593 (*T* = 121.83, df = 769, ***P < 2.2 × 10^−16^). For fig. S3C, for the differential expression of astrocytes, Wilcoxon rank sum test (adj. *P* < 0.1, log_2_FC > 0.1, As-Th: 549 DEGs, As-Ctx: 1106 DEGs). For the differential expression of neurons, Wilcoxon rank sum test (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Th: 2425 DEGs, Ns-Ctx: 1845 DEGs) (table S2). For fig. S3D, hypergeometric test (one-sided Fisher’s exact test). As-Th enriched in Ns-Th, ***P = 4.001415 × 10^−73^, OD = 5.57147; As-Th enriched in Ns-Ctx, ns *P =* 0.9992975, OD = 0.6456831; As-Ctx enriched in Ns-Ctx, ***P = 2.066775 × 10^−159^, OD = 7.142444; As-Ctx enriched in Ns-Th, ns *P =* 0.9962708, OD = 0.7517044. Quantification was recovered from data of scRNA-seq analysis of astrocytic DEGs (adj. *P* < 0.1, log_2_FC > 0.1, As-Th: 549 DEGs, As-Ctx: 1106 DEGs), neuronal DEGs (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Th: 2425 DEGs, Ns-Ctx: 1845 DEGs), and among both cell types in thalamic DEGs (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Th: 3991 DEGs, As-Th: 1642 DEGs) and cortical DEGs (adj. *P* < 0.1, log_2_FC > 0.1, Ns-Ctx: 4142 DEGs, As-Th: 1562 DEGs) (table S2). For fig. S3 (F and G), significance values according to DE analysis performed in Fig. 2E and fig. S3C (table S2). For fig. S4E, Student’s unpaired two-tailed *t* test; *Slc17a6*, **P = 0.0018, *n* = 14; *Ror*α, *P = 0.0124, *n* = 14; *Lef1*, ***P < 0.0001, *n* = 11 to 14; *Gbx2*, ***P < 0.0001, *n* = 11 to 14; *Pou2f2*, *P = 0.0382, *n* = 12 to 14; *Tcf7l2*, ***P = 0.0003, *n* = 8; *Zic1*, *P = 0.0342, *n* = 8; *Foxg1*, ***P < 0.0001, *n* = 8; *Meis2*, ***P < 0.0001, *n* = 8; *Fezf2*, ***P = 0.0007, *n* = 9.

For fig. S5D, for the differential expression of astrocytes, Wilcoxon rank sum test (adj. *P* < 0.1, log_2_FC > 0.1; 426-DEG As-Ctx1, 258-DEG As-Ctx2, 325-DEG As-Ctx3) and neuronal DEGs (adj. *P* < 0.1, log_2_FC > 0.1; 567-DEG Ns-Ctx1, 335-DEG Ns-Ctx2, 980-DEG Ns-Ctx3) between distinct cortical regions (table S5). For fig. S5E, hypergeometric test (one-sided Fisher’s exact test) from intersect between the populations of genes for the comparison of significant overexpression in As-Ctx1 and enriched in Ns-Ctx1, ***P = 7.82738 × 10^−213^, OD = 47.36863; significant overexpression in As-Ctx2 and enriched in Ns-Ctx1, ***P = 1.633766 × 10^−33^, OD = 9.798625; significant overexpression in As-Ctx3 and enriched in Ns-Ctx1, ns *P* = 0.1058762, OD = 1.462861; significant overexpression in As-Ctx1 and enriched in Ns-Ctx2, ***P = 7.232017 × 10^−63^, OD = 16.83166; significant overexpression in As-Ctx2 and enriched in Ns-Ctx2, ***P = 1.007917 × 10^−95^, OD = 39.70291; significant overexpression in As-Ctx3 and enriched in Ns-Ctx2, ns *P* = 70.9493607, OD = 0.4745243; significant overexpression in As-Ctx1 and enriched in Ns-Ctx3, ns *P* = 0.9978754, OD = 0.4842368; significant overexpression in As-Ctx2 and enriched in Ns-Ctx3, ns *P* = 0.9966557, OD = 0.3993004; significant overexpression in As-Ctx3 and enriched in Ns-Ctx3, ***P = 7.169234 × 10^−93^, OD = 15.39014.

For fig. S6B, left graph, ordinary one-way ANOVA and Holm-Sidak’s multiple comparisons test, *F* = 0.07668, ns *P* = 0.9266; dLG versus VPM, ns *P* = 0.9737; dLG versus MGv, ns *P* = 0.9737; MGv versus VPM, ns *P* = 0.9737, *n* = 5. Right graph, ordinary one-way ANOVA and Holm-Sidak’s multiple comparisons test, *F* = 0.3985, ns *P* = 0.6799; dLG versus VPM, ns *P* = 0.8286; dLG versus MGv, ns *P* = 0.7913; MGv versus VPM, ns *P* = 0.7913, *n* = 5 electroporated animals. In fig. S6C, left graph, *n* = 59 dLG clones, *n* = 179 VPM clones, and *n* = 82 MGv clones. In the right graph, Kruskal-Wallis test with Dunn’s multiple comparisons test. For dLG clones, *P* > 0.9999 in dLG, *P* > 0.9999 in VPM, and *P* = 0.6773 in MGv, *n* = 43 clones with 3 to 10 cells and *n* = 16 clones with >10 cells. For VPM clones, *P* = 0.6386 in dLG, *P* > 0.9999 in VPM, and *P* = 0.0976 in MGv, *n* = 137 clones with 3 to 10 cells and *n* = 44 clones with >10 cells. For MGv clones, *P* = 0.4436 in dLG, *P* > 0.9999 in VPM, and *P* > 0.9999 in MGv, *n* = 66 clones with 3 to 10 cells and *n* = 15 clones with >10 cells. In fig. S6F, Mann-Whitney *U* test nonparametric two-tailed test (*n* = 128 clones); neurons versus nonneurons, ns *P* = 0.3112. In fig. S6G, Kruskal-Wallis test, with Dunn’s multiple comparisons test. *n* = 4 electroporated animals. For dLG neuronal clones, *n* = 61 clones, ***P < 0.0001; dLG (CI: 80.53 to 88.87%) versus VPM (CI: 5.962 to 13.56%), ***P < 0.0001; dLG versus MGv (CI: 3.069 to 8.002%), ***P < 0.0001. For dLG nonneuronal clones, *n* = 14 clones, ***P < 0.0001; dLG (CI: 100 to 100%) versus VPM (CI: 0 to 0%), ***P < 0.0001; dLG versus MGv (CI: 0 to 0%), ***P < 0.0001. For VPM neuronal clones, *n* = 7 clones, ***P = 0.0007; dLG (CI: 0.856 to 37.24%) versus VPM (CI: 45.53 to 82.08%), **P = 0.0081; dLG versus MGv (CI: −0.13 to 34.42%), ***P = 0.0039. For VPM nonneuronal clones, *n* = 25 clones, ***P < 0.0001; dLG (CI: −0.7909 to 7.458%) versus VPM (CI: 92.54 to 100.8%), ***P < 0.0081; dLG versus MGv (CI: 0 to 0%), ***P < 0.0001. For MGv neuronal clones, *n* = 4 clones, **P = 0.0052; VPM (CI: −18.95 to 60.61%) versus MGv (CI: 39.39 to 118.9%), ns *P* = 0.0917; dLG (CI: 0 to 0%) versus MGv, **P = 0.0077. For MGv nonneuronal clones, *n* = 3 clones, *P = 0.0357; VPM (CI: 0 to 0%) versus MGv (CI: 100 to 100%), *P = 0.0286; dLG (CI: 0 to 0%) versus MGv, **P = 0.0286. For fig. S7B, in Th, **P = 0.0079, *n* = 5 injected mice (427 cells with control and 572 cells with *Neurog2* virus), and in Cx, **P = 0.0043, *n* = 5 injected mice (362 cells with control and 292 cells with *Neurog2* virus).

For fig. S8F, for *Gfap*, two-tailed unpaired Student’s *t* test, **P = 0.0014, *n* = 8; for *Neurog2,* ordinary one-way ANOVA test, *F* = 23.41, ***P < 0.0001; Holm-Sidak’s multiple comparisons test, Tuj1^+^/RFP^+^ versus RFP^+^, ***P = 0.0006; Tuj1^+^/RFP^+^ versus Tuj1^−^/RFP^−^, ***P < 0.0001; RFP^+^ versus Tuj1^−^/RFP^−^, *P = 0.0116; *n* = 12 cultures. For fig. S8G, Student’s *t* test or Mann-Whitney *U* test nonparametric two-tailed test; *Slc17a6*, **P = 0.0058, *n* = 16; *Ror*α, **P = 0.0027, *n* = 17; *Gbx2*, **P = 0.0065, *n* = 7; *Pou2f2*, *P = 0.0181, *n* = 5; *Lef1*, **P = 0.0016, *n* = 7; *Tbr1*, **P = 0.0078, *n* = 11; *Ctip2*, **P = 0.0079, *n* = 5.

For fig. S10B, for *Gapdh* and *Cdx2* upper graphs, two-tailed unpaired Student’s *t* test; for *Gapdh*, **P = 0.0065, *n* = 9; and for *Cdx2*, ns *P* = 0.3406, *n* = 9. In the lower graph, *Gapdh* versus *Cdx2*, Mann-Whitney *U* test nonparametric two-tailed test, ***P < 0.0001, *n* = 8. For *Gbx2*, two-tailed paired Student’s *t* test: Th, ***P < 0.0001, *n* = 14; Ctx, **P = 0.0049, *n* = 12. For *Ror*α, two-tailed Wilcoxon matched pairs test: Th, ***P < 0.0001, *n* = 23; Ctx, *P = 0.019, *n* = 22. For *Lef1*, two-tailed paired Student’s *t* test: Th, ns *P* = 0.0563, *n* = 18; Ctx, ns *P* = 0.211, *n* = 23. For *Fezf2*, two-tailed paired Student’s *t* test: Th, ns *P* = 0.2506, *n* = 9; Ctx, ns *P* = 0.3506, *n* = 10. For *Slc17a6*, two-tailed Wilcoxon matched pairs test: Th, *P = 0.0214, *n* = 16; Ctx, ***P = 0.0003, *n* = 16. For *Pou2f2*, two-tailed Wilcoxon matched pairs test: Th, ns *P* = 0.7819, *n* = 17; Ctx, ns *P* = 0.2121, *n* = 18. For *Tbr1*, two-tailed paired Student’s *t* test: Th, ***P = 0.0003, *n* = 19; Ctx, ns *P* = 0.1748, *n* = 21. For *Ctip2*, two-tailed paired Student’s *t* test: Th, *P = 0.0156, *n* = 17; Ctx, ns *P* = 0.1471, *n* = 18. For fig. S10D, *Sp9*, two-tailed paired Student’s *t* test: dLG, **P = 0.0045, *n* = 14; VPM, ***P = 0.0001, *n* = 14; and MGv, ***P < 0.0001, *n* = 16. *Hs6st2*, two-tailed paired Student’s *t* test: dLG, **P = 0.0031, *n* = 14; VPM, ***P = 0.0001, *n* = 18; and MGv, ***P < 0.0001, *n* = 18. *Cck*, two-tailed paired Student’s *t* test: dLG, ***P < 0.0001, *n* = 15; VPM, ***P < 0.0001, *n* = 18; and MGv, ***P < 0.0001, *n* = 18. *Crabp2*, two-tailed Wilcoxon matched pairs test: dLG, *P = 0.0245, *n* = 14; VPM, ns *P* = 0.0987, *n* = 18; and MGv, ***P < 0.0001, *n* = 19. *Tshz1*, two-tailed Wilcoxon matched pairs test: dLG, ***P < 0.0001, *n* = 13; VPM, ***P = 0.0001, *n* = 14; and MGv, ***P < 0.0001, *n* = 16.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/7/15/eabe8978/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

## References

[1] V. Metzis, S. Steinhauser, E. Pakanavicius, M. Gouti, D. Stamataki, K. Ivanovitch, T. Watson, T. Rayon, S. N. M. Gharavy, R. Lovell-Badge, N. M. Luscombe, J. Briscoe, Nervous system regionalization entails axial allocation before neural differentiation. Cell 175, 1105–1118.e17 (2018).3034389810.1016/j.cell.2018.09.040PMC6218657

[2] D. Mi, Z. Li, L. Lim, M. Li, M. Moissidis, Y. Yang, T. Gao, T. X. Hu, T. Pratt, D. J. Price, N. Sestan, O. Marín, Early emergence of cortical interneuron diversity in the mouse embryo. Science 360, 81–85 (2018).2947244110.1126/science.aar6821PMC6195193

[3] C. Mayer, C. Hafemeister, R. C. Bandler, R. Machold, R. Batista Brito, X. Jaglin, K. Allaway, A. Butler, G. Fishell, R. Satija, Developmental diversification of cortical inhibitory interneurons. Nature 555, 457–462 (2018).2951365310.1038/nature25999PMC6052457

[4] L. Telley, G. Agirman, J. Prados, N. Amberg, S. Fièvre, P. Oberst, G. Bartolini, I. Vitali, C. Cadilhac, S. Hippenmeyer, L. Nguyen, A. Dayer, D. Jabaudon, Temporal patterning of apical progenitors and their daughter neurons in the developing neocortex. Science 364, eaav2522 (2019).3107304110.1126/science.aav2522

[5] S. Lodato, P. Arlotta, Generating neuronal diversity in the mammalian cerebral cortex. Annu. Rev. Cell Dev. Biol. 31, 699–720 (2015).2635977410.1146/annurev-cellbio-100814-125353PMC4778709

[6] T. M. Jessell, Neuronal specification in the spinal cord: Inductive signals and transcriptional codes. Nat. Rev. Genet. 1, 20–29 (2000).1126286910.1038/35049541

[7] L. C. Greig, M. B. Woodworth, M. J. Galazo, H. Padmanabhan, J. D. Macklis, Molecular logic of neocortical projection neuron specification, development and diversity. Nat. Rev. Neurosci. 14, 755–769 (2013).2410534210.1038/nrn3586PMC3876965

[8] T. J. Nowakowski, A. Bhaduri, A. A. Pollen, B. Alvarado, M. A. Mostajo-Radji, E. di Lullo, M. Haeussler, C. Sandoval-Espinosa, S. J. Liu, D. Velmeshev, J. R. Ounadjela, J. Shuga, X. Wang, D. A. Lim, J. A. West, A. A. Leyrat, W. J. Kent, A. R. Kriegstein, Spatiotemporal gene expression trajectories reveal developmental hierarchies of the human cortex. Science 358, 1318–1323 (2017).2921757510.1126/science.aap8809PMC5991609

[9] D. H. Rowitch, A. R. Kriegstein, Developmental genetics of vertebrate glial-cell specification. Nature 468, 214–222 (2010).2106883010.1038/nature09611

[10] C. Hochstim, B. Deneen, A. Lukaszewicz, Q. Zhou, D. J. Anderson, Identification of positionally distinct astrocyte subtypes whose identities are specified by a homeodomain code. Cell 133, 510–522 (2008).1845599110.1016/j.cell.2008.02.046PMC2394859

[11] A. V. Molofsky, K. W. Kelley, H. H. Tsai, S. A. Redmond, S. M. Chang, L. Madireddy, J. R. Chan, S. E. Baranzini, E. M. Ullian, D. H. Rowitch, Astrocyte-encoded positional cues maintain sensorimotor circuit integrity. Nature 509, 189–194 (2014).2477679510.1038/nature13161PMC4057936

[12] J. García-Marqués, L. López-Mascaraque, Clonal identity determines astrocyte cortical heterogeneity. Cereb. Cortex 23, 1463–1472 (2013).2261785410.1093/cercor/bhs134

[13] O. A. Bayraktar, T. Bartels, S. Holmqvist, V. Kleshchevnikov, A. Martirosyan, D. Polioudakis, L. B. Haim, A. M. H. Young, M. Y. Batiuk, K. Prakash, A. Brown, K. Roberts, M. F. Paredes, R. Kawaguchi, J. H. Stockley, K. Sabeur, S. M. Chang, E. Huang, P. Hutchinson, E. M. Ullian, M. Hemberg, G. Coppola, M. G. Holt, D. H. Geschwind, D. H. Rowitch, Astrocyte layers in the mammalian cerebral cortex revealed by a single-cell in situ transcriptomic map. Nat. Neurosci. 23, 500–509 (2020).3220349610.1038/s41593-020-0602-1PMC7116562

[14] M. Y. Batiuk, A. Martirosyan, J. Wahis, F. de Vin, C. Marneffe, C. Kusserow, J. Koeppen, J. F. Viana, J. F. Oliveira, T. Voet, C. P. Ponting, T. G. Belgard, M. G. Holt, Identification of region-specific astrocyte subtypes at single cell resolution. Nat. Commun. 11, 1220–1215 (2020).3213968810.1038/s41467-019-14198-8PMC7058027

[15] B. S. Khakh, B. Deneen, The emerging nature of astrocyte diversity. Annu. Rev. Neurosci. 42, 187–207 (2019).3128389910.1146/annurev-neuro-070918-050443

[16] C. Nolte, M. Matyash, T. Pivneva, C. G. Schipke, C. Ohlemeyer, U. K. Hanisch, F. Kirchhoff, H. Kettenmann, GFAP promoter-controlled EGFP-expressing transgenic mice: A tool to visualize astrocytes and astrogliosis in living brain tissue. Glia 33, 72–86 (2001).11169793

[17] W.-P. Ge, A. Miyawaki, F. H. Gage, Y. N. Jan, L. Y. Jan, Local generation of glia is a major astrocyte source in postnatal cortex. Nature 484, 376–380 (2012).2245670810.1038/nature10959PMC3777276

[18] L. Chen, Q. Guo, J. Y. H. Li, Transcription factor Gbx2 acts cell-nonautonomously to regulate the formation of lineage-restriction boundaries of the thalamus. Development 136, 1317–1326 (2009).1927913610.1242/dev.030510PMC2687463

[19] B. Tasic, Z. Yao, L. T. Graybuck, K. A. Smith, T. N. Nguyen, D. Bertagnolli, J. Goldy, E. Garren, M. N. Economo, S. Viswanathan, O. Penn, T. Bakken, V. Menon, J. Miller, O. Fong, K. E. Hirokawa, K. Lathia, C. Rimorin, M. Tieu, R. Larsen, T. Casper, E. Barkan, M. Kroll, S. Parry, N. V. Shapovalova, D. Hirschstein, J. Pendergraft, H. A. Sullivan, T. K. Kim, A. Szafer, N. Dee, P. Groblewski, I. Wickersham, A. Cetin, J. A. Harris, B. P. Levi, S. M. Sunkin, L. Madisen, T. L. Daigle, L. Looger, A. Bernard, J. Phillips, E. Lein, M. Hawrylycz, K. Svoboda, A. R. Jones, C. Koch, H. Zeng, Shared and distinct transcriptomic cell types across neocortical areas. Nature 563, 72–78 (2018).3038219810.1038/s41586-018-0654-5PMC6456269

[20] B. J. Molyneaux, L. A. Goff, A. C. Brettler, H.-H. Chen, J. R. Brown, S. Hrvatin, J. L. Rinn, P. Arlotta, DeCoN: Genome-wide analysis of in vivo transcriptional dynamics during pyramidal neuron fate selection in neocortex. Neuron 85, 275–288 (2015).2555683310.1016/j.neuron.2014.12.024PMC4430475

[21] J. D. Cahoy, B. Emery, A. Kaushal, L. C. Foo, J. L. Zamanian, K. S. Christopherson, Y. Xing, J. L. Lubischer, P. A. Krieg, S. A. Krupenko, W. J. Thompson, B. A. Barres, A transcriptome database for astrocytes, neurons, and oligodendrocytes: A new resource for understanding brain development and function. J. Neurosci. 28, 264–278 (2008).1817194410.1523/JNEUROSCI.4178-07.2008PMC6671143

[22] H. Gezelius, V. Moreno-Juan, C. Mezzera, S. Thakurela, L. M. Rodríguez-Malmierca, J. Pistolic, V. Benes, V. K. Tiwari, G. López-Bendito, Genetic labeling of nuclei-specific thalamocortical neurons reveals putative sensory-modality specific genes. Cereb. Cortex 27, 5054–5069 (2017).2765593310.1093/cercor/bhw290PMC7610997

[23] A. Zeisel, H. Hochgerner, P. Lönnerberg, A. Johnsson, F. Memic, J. van der Zwan, M. Häring, E. Braun, L. E. Borm, G. L. Manno, S. Codeluppi, A. Furlan, K. Lee, N. Skene, K. D. Harris, J. Hjerling-Leffler, E. Arenas, P. Ernfors, U. Marklund, S. Linnarsson, Molecular architecture of the mouse nervous system. Cell 174, 999–1014.e22 (2018).3009631410.1016/j.cell.2018.06.021PMC6086934

[24] A. Baser, M. Skabkin, S. Kleber, Y. Dang, G. S. Gülcüler Balta, G. Kalamakis, M. Göpferich, D. C. Ibañez, R. Schefzik, A. S. Lopez, E. L. Bobadilla, C. Schultz, B. Fischer, A. Martin-Villalba, Onset of differentiation is post-transcriptionally controlled in adult neural stem cells. Nature 566, 100–104 (2019).3070090810.1038/s41586-019-0888-x

[25] M. Figueres-Oñate, J. García-Marqués, L. López-Mascaraque, UbC-*StarTrack*, a clonal method to target the entire progeny of individual progenitors. Sci. Rep. 6, 33896 (2016).2765451010.1038/srep33896PMC5031994

[26] W. Shi, A. Xianyu, Z. Han, X. Tang, Z. Li, H. Zhong, T. Mao, K. Huang, S. H. Shi, Ontogenetic establishment of order-specific nuclear organization in the mammalian thalamus. Nat. Neurosci. 20, 516–528 (2017).2825040910.1038/nn.4519PMC5374008

[27] S. Z. H. Wong, E. P. Scott, W. Mu, X. Guo, E. Borgenheimer, M. Freeman, G. L. Ming, Q. F. Wu, H. Song, Y. Nakagawa, In vivo clonal analysis reveals spatiotemporal regulation of thalamic nucleogenesis. PLOS Biol. 16, e2005211 (2018).2968400510.1371/journal.pbio.2005211PMC5933804

[28] S. Gascón, E. Murenu, G. Masserdotti, F. Ortega, G. L. Russo, D. Petrik, A. Deshpande, C. Heinrich, M. Karow, S. P. Robertson, T. Schroeder, J. Beckers, M. Irmler, C. Berndt, J. P. F. Angeli, M. Conrad, B. Berninger, M. Götz, Identification and successful negotiation of a metabolic checkpoint in direct neuronal reprogramming. Cell Stem Cell 18, 396–409 (2016).2674841810.1016/j.stem.2015.12.003

[29] C. Mallika, Q. Guo, J. Y. H. Li, *Gbx2* is essential for maintaining thalamic neuron identity and repressing habenular characters in the developing thalamus. Dev. Biol. 407, 26–39 (2015).2629781110.1016/j.ydbio.2015.08.010PMC4641819

[30] N. Mattugini, R. Bocchi, V. Scheuss, G. L. Russo, O. Torper, C. L. Lao, M. Götz, Inducing different neuronal subtypes from astrocytes in the injured mouse cerebral cortex. Neuron 103, 1086–1095.e5 (2019).3148832810.1016/j.neuron.2019.08.009PMC6859713

[31] B. Mahato, K. D. Kaya, Y. Fan, N. Sumien, R. A. Shetty, W. Zhang, D. Davis, T. Mock, S. Batabyal, A. Ni, S. Mohanty, Z. Han, R. Farjo, M. J. Forster, A. Swaroop, S. H. Chavala, Pharmacologic fibroblast reprogramming into photoreceptors restores vision. Nature 581, 83–88 (2020).3237695010.1038/s41586-020-2201-4PMC7469946

[32] K. K. Bluske, T. Y. Vue, Y. Kawakami, M. M. Taketo, K. Yoshikawa, J. E. Johnson, Y. Nakagawa, β-Catenin signaling specifies progenitor cell identity in parallel with Shh signaling in the developing mammalian thalamus. Development 139, 2692–2702 (2012).2274531110.1242/dev.072314PMC3392701

[33] S. Lodato, B. J. Molyneaux, E. Zuccaro, L. A. Goff, H.-H. Chen, W. Yuan, A. Meleski, E. Takahashi, S. Mahony, J. L. Rinn, D. K. Gifford, P. Arlotta, Gene co-regulation by *Fezf2* selects neurotransmitter identity and connectivity of corticospinal neurons. Nat. Neurosci. 17, 1046–1054 (2014).2499776510.1038/nn.3757PMC4188416

[34] A. B. Mihalas, R. F. Hevner, Control of neuronal development by T-box genes in the brain. Curr. Top. Dev. Biol. 122, 279–312 (2017).2805726810.1016/bs.ctdb.2016.08.001

[35] A. Y.-S. Huang, J. Woo, D. Sardar, B. Lozzi, N. A. Bosquez Huerta, C.-C. J. Lin, D. Felice, A. Jain, A. Paulucci-Holthauzen, B. Deneen, Region-specific transcriptional control of astrocyte function oversees local circuit activities. Neuron 106, 992–1008.e9 (2020).3232064410.1016/j.neuron.2020.03.025PMC7879989

[36] Q. Guo, J. Y. H. Li, Defining developmental diversification of diencephalon neurons through single cell gene expression profiling. Development 146, dev174284 (2019).3087227810.1242/dev.174284PMC6602344

[37] Y. Hirabayashi, N. Suzki, M. Tsuboi, T. A. Endo, T. Toyoda, J. Shinga, H. Koseki, M. Vidal, Y. Gotoh, Polycomb limits the neurogenic competence of neural precursor cells to promote astrogenic fate transition. Neuron 63, 600–613 (2009).1975510410.1016/j.neuron.2009.08.021

[38] Y. Hirabayashi, Y. Gotoh, Epigenetic control of neural precursor cell fate during development. Nat. Rev. Neurosci. 11, 377–388 (2010).2048536310.1038/nrn2810

[39] K. Kim, A. Doi, B. Wen, K. Ng, R. Zhao, P. Cahan, J. Kim, M. J. Aryee, H. Ji, L. I. R. Ehrlich, A. Yabuuchi, A. Takeuchi, K. C. Cunniff, H. Hongguang, S. Mckinney-Freeman, O. Naveiras, T. J. Yoon, R. A. Irizarry, N. Jung, J. Seita, J. Hanna, P. Murakami, R. Jaenisch, R. Weissleder, S. H. Orkin, I. L. Weissman, A. P. Feinberg, G. Q. Daley, Epigenetic memory in induced pluripotent stem cells. Nature 467, 285–290 (2010).2064453510.1038/nature09342PMC3150836

[40] J. P. Magnusson, C. Goritz, J. Tatarishvili, D. O. Dias, E. M. K. Smith, O. Lindvall, Z. Kokaia, J. Frisen, A latent neurogenic program in astrocytes regulated by Notch signaling in the mouse. Science 346, 237–241 (2014).2530162810.1126/science.346.6206.237

[41] G. Nato, A. Caramello, S. Trova, V. Avataneo, C. Rolando, V. Taylor, A. Buffo, P. Peretto, F. Luzzati, Striatal astrocytes produce neuroblasts in an excitotoxic model of Huntington’s disease. Development 142, 840–845 (2015).2565570510.1242/dev.116657

[42] H. Qian, X. Kang, J. Hu, D. Zhang, Z. Liang, F. Meng, X. Zhang, Y. Xue, R. Maimon, S. F. Dowdy, N. K. Devaraj, Z. Zhou, W. C. Mobley, D. W. Cleveland, X. D. Fu, Reversing a model of Parkinson’s disease with in situ converted nigral neurons. Nature 582, 550–556 (2020).3258138010.1038/s41586-020-2388-4PMC7521455

[43] N. Tamamaki, Y. Yanagawa, R. Tomioka, J.-I. Miyazaki, K. Obata, T. Kaneko, Green fluorescent protein expression and colocalization with calretinin, parvalbumin, and somatostatin in the GAD67-GFP knock-in mouse. J. Comp. Neurol. 467, 60–79 (2003).1457468010.1002/cne.10905

[44] N. Antón-Bolaños, A. Sempere-Ferràndez, T. Guillamón-Vivancos, F. J. Martini, L. Pérez-Saiz, H. Gezelius, A. Filipchuk, M. Valdeolmillos, G. López-Bendito, Prenatal activity from thalamic neurons governs the emergence of functional cortical maps in mice. Science 364, 987–990 (2019).3104855210.1126/science.aav7617PMC7611000

[45] M. Scandaglia, J. P. Lopez-Atalaya, A. Medrano-Fernandez, M. T. Lopez-Cascales, B. del Blanco, M. Lipinski, E. Benito, R. Olivares, S. Iwase, Y. Shi, A. Barco, Loss of Kdm5c causes spurious transcription and prevents the fine-tuning of activity-regulated enhancers in neurons. Cell Rep. 21, 47–59 (2017).2897848310.1016/j.celrep.2017.09.014PMC5679733

[46] Y. Liao, G. K. Smyth, W. Shi, featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930 (2014).2422767710.1093/bioinformatics/btt656

[47] A. Zhu, J. G. Ibrahim, M. I. Love, Heavy-tailed prior distributions for sequence count data: Removing the noise and preserving large differences. Bioinformatics 35, 2084–2092 (2019).3039517810.1093/bioinformatics/bty895PMC6581436

[48] G. Yu, L.-G. Wang, Y. Han, Q.-Y. He, clusterProfiler: An R package for comparing biological themes among gene clusters. OMICS 16, 284–287 (2012).2245546310.1089/omi.2011.0118PMC3339379

[49] T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck III, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, Comprehensive integration of single-cell data. Cell 177, 1888–1902.e21 (2019).3117811810.1016/j.cell.2019.05.031PMC6687398

[50] A. Butler, P. Hoffman, P. Smibert, E. Papalexi, R. Satija, Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol. 36, 411–420 (2018).2960817910.1038/nbt.4096PMC6700744

[51] V. Moreno-Juan, A. Filipchuk, N. Antón-Bolaños, C. Mezzera, H. Gezelius, B. Andrés, L. Rodríguez-Malmierca, R. Susín, O. Schaad, T. Iwasato, R. Schüle, M. Rutlin, S. Nelson, S. Ducret, M. Valdeolmillos, F. M. Rijli, G. López-Bendito, Prenatal thalamic waves regulate cortical area size prior to sensory processing. Nat. Commun. 8, 14172 (2017).2815585410.1038/ncomms14172PMC5296753

[52] C. Heinrich, S. Gascón, G. Masserdotti, A. Lepier, R. Sanchez, T. Simon-Ebert, T. Schroeder, M. Götz, B. Berninger, Generation of subtype-specific neurons from postnatal astroglia of the mouse cerebral cortex. Nat. Protoc. 6, 214–228 (2011).2129346110.1038/nprot.2010.188

[53] T. L. Bailey, M. Boden, F. A. Buske, M. Frith, C. E. Grant, L. Clementi, J. Ren, W. W. Li, W. S. Noble, MEME SUITE: Tools for motif discovery and searching. Nucleic Acids Res. 37, W202–W208 (2009).1945815810.1093/nar/gkp335PMC2703892

[54] G. Yu, L.-G. Wang, Q.-Y. He, ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics 31, 2382–2383 (2015).2576534710.1093/bioinformatics/btv145

[55] S. Gillotin, F. Guillemot, Micro-chromatin immunoprecipation (μChIP) protocol for real-time PCR analysis of a limited amount of cells. Bio Protoc. 6, e1846 (2016).10.21769/BioProtoc.1846PMC565449629075654

How the deposited data were processed for this re-analysis (not part of the article)

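The data are 17 RNA-seq libraries of P7 *Gfap::Gfp* astrocytes purified by FACS, 4 from the primary somatosensory cortex, 5 from the dLG, 4 from the VPM, and 4 from the MGv, each from 4 pooled brains. The authors trimmed the adapters, mapped the reads to GRCm38 with STAR, counted them on Ensembl genes with featureCounts, and deposited the raw counts per gene of each library, without normalization. The counts cover 26556 genes, and the smallest total of a gene over the 17 libraries is 10. Of the Ensembl identifiers, 26548 were matched to symbols and positions in Ensembl release 96 and 8 were not, and 23 symbols were duplicated. Whether the authors counted reads by strand is not stated in the paper’s text, so overlaps with other annotated genes were computed for the genes named by the rule below and the marker genes. The share of the exonic length that overlaps is given in the text where it is above 10%. Shares of at most 5.35%, that of *Sp9*, are not given at the gene, *Otx2*, *Six3*, *Zic1*, *Zic4*, *Homer2*, *Bcl11a*, *Slc1a2*, *Rora*, and *Kcnh3* among them.

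The totals per library ranged from 18213687 to 50366363 counts, so that 3 counts correspond to between 0.0596 and 0.165 CPM. These floors cover counting error only. Expression was computed as CPM scaled by TMM factors in edgeR (version 4.0.16) and summarized as mean and SD over libraries. Each library’s condition was taken from its sample label. The replicate letters of the labels are shared between groups, and the paper’s text does not state whether libraries of the same letter come from the same brains.

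Genes with low counts were removed with edgeR’s filterByExpr, which left 17856 genes for the regions and 17319 for the nuclei. Thalamus and cortex were compared as 2 groups of 13 and 4 libraries with edgeR’s robust quasi-likelihood test. Each nucleus was compared with the mean of the other nuclei in a fit of the 3 nuclei, and the genes of Fig. 6E also between pairs of nuclei in that fit. DEGs are genes with a BH-adjusted p under 0.1 and a log2FC above 0, or more than 0.322 in size for the restrictive criterion. SEs were computed as the size of the log2FC divided by the square root of the *F* statistic. Folds against a group in which no library has more than 3 counts were computed against the floor and are lower bounds. Pairs of nuclei were also compared by exact permutation tests of log2 CPM with a pseudocount of 0.5.

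The named genes are every gene that the paper names for these libraries in its text or in Figs. 1D, 2D, 3E, 3F, and 6E, of which some are not reported here but are part of the numbers of single-gene results. To these were added, for each region the 5 and for each nucleus the 3 genes with the lowest p among DEGs whose lowest library in the enriched group lies above the highest of the others. The 40 marker genes of 6 cell types and the 80 genes of the networks of Fig. 1F were reported as counts. Correlations with the mean level of the 10 neuronal marker genes were computed on levels centred within each nucleus, with p from exact permutation tests over all 69120 arrangements of the libraries within nuclei, adjusted over the 7 genes.

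PCA used DESeq2’s regularized logarithm (version 1.42.0) computed without the groups, with the 500 genes of highest variance, centred and not scaled. Scores of the regions were compared by a 2-sided exact permutation test over 2380 arrangements, and the silhouette width of the nuclei by a permutation test over 90090 arrangements.

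The alternatives were DESeq2 in place of edgeR, with and without log2FC shrunken by apeglm (version 1.24.0), DESeq2’s size factors in edgeR, no filter on low counts, at least 10 counts in every library, an adjusted p under 0.05, the replicate letter as a block, the library number series as a covariate, a fit of 4 groups, other contrasts between nuclei, other transformations and gene numbers in the PCA, and each library left out in turn. The closing section gives their effects. The tests were tested on simulated data with 200 changed genes. That is far fewer than were called between the regions or for the VPM, and no other differences between nuclei were simulated. The false shares below thus do not carry over to the real numbers of calls. In the comparison of the regions, 9.46% of the 148 calls of edgeR and 25.5% of the 200 calls of DESeq2 were false, at a nominal threshold of 0.1. For the VPM, edgeR recovered 65.0% of 194 changed genes with 10% of 140 calls false, and DESeq2 recovered 71% of 200 with 34.6% of 217 calls false. In simulated correlations, 100% of planted relations and 2.5% of unrelated genes had p under 0.05.

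The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. Neuronal libraries, single-cell data, GO collections, and the qPCR and ChIP experiments were not used here.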

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

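The tests of RNA from other cells, of RNA from neurons, and of the immediate early genes were chosen only after the result was seen. The library number series as a covariate was planned for the regions too, but was taken there as a test of the series only after its result was seen.

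Among 216 groups of 4 or 5 libraries, tested for 54 measures, 11 had a library far from the others, where 10.8 would by chance. Cortex replicate a had 50366363 counts, and the other cortical libraries from 20207904 to 21216662. After all libraries were thinned to the lowest total, 2003 genes differed between the regions, against 2033 before, so the greater depth does not account for the number of DEGs. In the other 10 cases a gene was far from the others in 1 library. Among these, *Adra2a* was at 31.5 CPM in dLG replicate b, against at most 25.5 in the other dLG libraries. *Sema3f* was at 1.53 CPM in cortex replicate b, against at least 3.00 in the others. *Gbx2* had 13 counts in cortex replicate a, or 0.281 CPM, and *Kcnh3* 8 counts in dLG replicate d, or 0.398 CPM, where the other libraries of the group had 0. *Fezf2* was at 0.0950 CPM and *Gm29260* at 0.0475 CPM in MGv replicate c, which are 2 counts and 1 count, against 0 in the other MGv libraries. *Irx5* was at 0 in cortex replicate b and *Sp9* at 0 in VPM replicate b, where the other libraries of the group had at least 0.145 and 0.444 CPM. No explanation of these single libraries was tested, and the number of 11 is close to that expected by chance.

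Several genes that the paper names for the regions also differed between nuclei, by a test of the nucleus against the mean of the others in the 3-nucleus fit. *Gbx2* was higher in the MGv by a log2FC of 3.99 (adjusted p = 0.0039, 4 of 4 libraries) and lower in the VPM by one of -2.05 (0.0908, 4 of 4). *Nrgn* had 3.21 in the MGv (0.00012, 4 of 4) and -2.16 in the VPM (0.0046, 4 of 4). *Zic1* had 2.41 in the dLG (0.00097, 5 of 5) and -2.22 in the MGv (0.0076, 4 of 4). *Pcp4l1* had 1.21 in the VPM (0.0187, 4 of 4) and -1.66 in the MGv (0.0165, 4 of 4). *Tcf7l2*, *Meis2*, and *Baiap2* were lower in the VPM by log2FC of -0.79, -0.87, and -0.65 (0.0312, 0.0402, and 0.0460, each 4 of 4). *Lef1* was higher in the dLG by a log2FC of 1.63 (0.0602, 5 of 5). In tests between pairs of nuclei, the difference passed the threshold against both other nuclei for *Gbx2* and *Nrgn* in the MGv, *Zic1* in the dLG and the MGv, and *Meis2* in the VPM. It passed against the MGv but not the dLG for *Gbx2*, *Nrgn*, *Pcp4l1*, and *Tcf7l2* in the VPM, where the log2FC of the dLG over the VPM was 0.07 for *Gbx2* and 0.74 for *Nrgn*. It passed against the VPM but not the other nucleus for *Pcp4l1* in the MGv and *Lef1* in the dLG, and against the dLG but not the MGv for *Baiap2* in the VPM. With the library number series as a covariate, the log2FC of *Lef1* in the dLG was 1.69 and no longer past the threshold. It was 3.65 for *Gbx2* and 3.35 for *Nrgn* in the MGv and 2.22 for *Zic1* in the dLG, each past the threshold, so the series does not fully account for these 3 differences. RNA from other cells was not tested for *Nrgn*, *Meis2*, and *Baiap2*.

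With the series as a covariate, 83 genes were higher in the dLG against 163 without it, and 149 in the MGv against 272. The number for the VPM was 1017 against 1224, and 2228 genes differed between the regions against 2033. All 4 MGv libraries are of the same series, and dLG replicate c is the only library of its series, so series and nucleus cannot be told apart fully. Over all genes, the deviations of libraries of different groups from their group means had a mean correlation of -7e-04 over 48 pairs of the same series and 6e-04 over 60 pairs of different series. Since the MGv libraries are all of one series, the group means take up any effect of the series on them, and these correlations tell nothing about the MGv. For the other groups, which have libraries in both larger series, the correlations gave no sign of an effect of the series over all genes. A lower number past a threshold does not tell whether the differences themselves became smaller. The series is thus not shown to account for the lower numbers of the dLG and the MGv. It is not excluded either, because series and nucleus are only partly separate. A smooth correction for GC content and gene length gave 2189 genes between the regions and 162, 1048, and 232 genes for the dLG, VPM, and MGv. After thinning, the nuclei had 165, 1228, and 273 genes. With the level of the 4 Y chromosome genes as a covariate, the numbers were 1993, 116, 1504, and 226, in the order regions, dLG, VPM, and MGv. None of the corrections for GC content and length, depth, and Y chromosome genes took the number for the regions or a number of genes higher in a nucleus past 1.5 times its value. The number of genes lower in the VPM was 1036 after the correction for GC content and length, against 1693 without it, which is past 1.5 times.

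For the regions, 100 splits were drawn from the 256 that take, as the real one does, 1 library of each letter from a to d as the group of 4. Of these, only the real split gave as many genes (1 each for the thalamus and the cortex, with and without the restrictive criterion, and for the 8 marker genes). The same count of 1 for the 78 genes of Fig. 1F shows nothing, because the list holds the paper’s own calls on these libraries. In every other split, a group mixes cortical and thalamic libraries, so real differences between the regions widen its spread and lower its number. The counts of 1 for the regions thus do not tell how many genes chance alone would give. For the nuclei, 100 splits were drawn from the 1296 that exchange labels only between libraries of the same letter, so that dLG replicate e keeps its own. Of these, 5 gave as many dLG genes, 3 as many VPM genes, and 5 as many MGv genes, the real one included, and 2 as many contrasts of Fig. 6E, where *Sp9* and *Crabp2* are also calls of the paper on these libraries, so that this count shows nothing either. For the dLG, the MGv, and Fig. 6E, one of the others is the real split with the VPM and MGv labels exchanged, and for the VPM both others keep its 4 libraries together. The exchange of labels leaves the dLG libraries together. Of the other 3 splits for the dLG, 2 keep the 4 VPM libraries together and 1 gives 3 of them the MGv label. Of the other 3 for the MGv, 1 gives its label to the 4 VPM libraries, 1 to 3 of them, and 1 keeps the VPM as it is. The share for the dLG and MGv is not under 0.05, but these splits hold real differences between nuclei, so the test does not tell whether chance accounts for the numbers of the dLG and the MGv.

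Transcripts of other cell types were detected. The median over genes of their median level was 642 CPM for 7 oligodendrocyte lineage genes and 2.10 CPM for 6 microglia genes. It was 0.396 CPM for 5 endothelial and 0.726 CPM for 4 ependymal genes. Medians of single oligodendrocyte lineage genes ranged from 3.47 to 3259 CPM, so 642 CPM does not measure the share of such cells. Genes that come with RNA from other cells would rise and fall together between libraries of a group. Compared with 10000 lists of random genes, the median pairwise correlation was at the percentile 100 for the neuronal genes, 99.2 for microglia, and 95.8 for endothelial genes, so RNA from other cells is a candidate explanation for these. It was at 84.9 for the oligodendrocyte lineage, whose level is not accounted for in this way. For the ependymal genes it was at 99.2, but only 2 could be tested and nothing can be told from them. For neurons, the paper argues against contamination, from experiments not analysed here.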

How the results depend on the processing

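None of the comparisons in this part was chosen only after a result was seen, apart from the Y chromosome gene level as a covariate, DESeq2 with each nucleus against the other thalamic libraries pooled, and the library number series as a covariate for the genes of Fig. 6E, which were chosen after seeing the data. The tests, the comparisons, the named genes, and the other alternatives were set before the data were examined.

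With an adjusted p under 0.05, the number of genes higher in the thalamus was 612, under the restrictive criterion also 612, and the numbers for the dLG, VPM, and MGv were 95, 647, and 151. DESeq2 gave 1704 genes for the thalamus (1668 under the restrictive criterion), 436 for the dLG, and 614 for the MGv, and apeglm left the 1704, 436, and 614 as they were but gave 595 cortical genes under the restrictive criterion. With the library number series as a covariate, 83 genes were higher in the dLG and 149 in the MGv. Each nucleus against the other thalamic libraries pooled gave 44 genes for the dLG and 55 for the MGv, and DESeq2 with this contrast 166 for the MGv. Genes higher than in each of the other 2 nuclei were 37 for the dLG, 346 for the VPM, and 35 for the MGv. With the letters as a replicate block, 97 genes were higher in the dLG and 419 in the MGv; deviations of libraries of the same letter had a mean correlation of 0.0261 over 24 pairs. The causes of these changes were not tested.

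PC1 of the 17 libraries held 48.7% with log2 CPM, 32.0% with all genes of at least 10 counts in total, and 43.1% with the 2000 most variable genes, and PC2 18.7% with DESeq2’s variance stabilizing transformation, 12.8% with log2 CPM, and 18.9% with 2000 genes. For the 13 thalamic libraries, PC1 held 43.8% with the variance stabilizing transformation, 31.1% with log2 CPM, and 34.0% with all genes, and PC2 20.6% with log2 CPM and 18.0% with all genes. The causes of these changes were not tested.

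Leaving out each library in turn gave from 523 to 1196 genes for the thalamus and from 616 to 1224 for the cortex, and under the restrictive criterion from 522 to 1186 and from 613 to 1204, in 17 fits each. It gave from 90 to 383 genes for the dLG, from 379 to 1763 for the VPM, and from 124 to 466 for the MGv in 13 fits each. From 70 to 78 genes of Fig. 1F, from 7 to 10 marker genes, and from 5 to 6 contrasts of Fig. 6E were past the threshold. PC1 and PC2 held from 46.7% to 57.9% and from 13.9% to 19.8% in the 17 libraries, and from 33.9% to 46.1% and from 18.1% to 26.8% in the 13.

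The other alternatives left each of these counts within 1.5 times its value. Of 1013 comparisons of 53 single-gene results with an alternative, 982 kept their direction and side of the threshold, 28 of 6 results lost significance, 3 gained it, and 0 reversed direction. The 6 results were those of *Cck*, *Fgf12*, *Homer2*, and *Myc* in the VPM, *Lhx2* in the MGv, and *Gbx2* between the regions. These comparisons do not include the contrasts of a nucleus with the other thalamic libraries pooled. With this contrast in edgeR, *Ebf1* and *Six3* in the dLG also lost significance, and their adjusted p ranged from 6.2e-05 to 0.135 and from 7.1e-20 to 0.194 over 23 alternatives. The depth limits genes at or under 3 counts in a group, for which only lower bounds of the fold are given.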

Differences from the paper's values

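No test in this part was chosen only after the result was seen. At an adjusted p under 0.1, 974 genes were higher in the thalamus against the paper’s 1675. Of the alternatives set before the data were examined, DESeq2 with and without apeglm gave 1704 genes, the fit of 4 groups 1273, and the fit without VPM replicate d 1196, each within 1.5 times the paper’s number. None of the others did.

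Under the restrictive criterion, 969 genes were higher in the thalamus against the paper’s 508. An adjusted p under 0.05 gave 612 genes, and the fits without cortex replicate a, b, c, or d gave 635, 522, 751, and 539, each within 1.5 times the paper’s number. None of the other alternatives set before the data were examined did, DESeq2 with 1668 and with apeglm 924 genes among them. For the cortex, 1048 genes stand against the paper’s 444. DESeq2 with apeglm gave 595 genes and the fit without cortex replicate d 613, within 1.5 times the paper’s number, and none of the other alternatives set before the data were examined did.

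The paper marks *Lef1* among the thalamic DEGs of Fig. 1D. Its log2FC was 1.27 with an adjusted p of 0.176, and 9 of 13 thalamic libraries lay above the cortical median. Over 25 alternatives the adjusted p ranged from 0.0755 to 0.339, and DESeq2 called it, at 0.0755. Its level was 50.7 ± 7.72 CPM in the dLG, 15.5 ± 6.09 CPM in the VPM, and 17.6 ± 15.5 CPM in the MGv.

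The paper shows *Sema3f* among the MGv genes of Fig. 3. Its log2FC was 2.70 with an adjusted p of 0.191, and it was higher in 4 of 4 MGv libraries. Over 22 alternatives the adjusted p ranged from 0.0944 to 0.398, and it was under 0.1 with all 17 libraries in the fit, at 0.0944, and without dLG replicate c, at 0.0963.

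Figure 6E marks no difference in the in vivo expression of *Cck* between nuclei. It was higher in the VPM than in the MGv by a log2FC of 3.42, with an adjusted p of 0.00425, in 4 of 4 libraries. Over 17 alternatives the adjusted p ranged from 3.1e-06 to 0.0155, and in no alternative was it above 0.1. The mean level of *Cck* was highest in the dLG, at 198 ± 65.3 CPM, against 122 ± 69.0 in the VPM.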

Other observations

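The tests of RNA from neurons and of the immediate early genes were chosen only after the result was seen.

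Whether RNA from neurons may contribute to the levels of thalamic genes was tested by their correlation with the mean of 10 neuronal marker genes over the 13 thalamic libraries, centred within nuclei. Pearson’s r was 0.956 for *Slc17a6*, 0.873 for *Lef1*, 0.860 for *Tcf7l2*, 0.752 for *Rora*, and 0.684 for *Pcp4l1*, with adjusted p of 0.0194, 0.0194, 0.0194, 0.0194, and 0.0261 from exact permutation tests over 69120 arrangements. For *Zic1*, r was 0.570 (adjusted p = 0.212) and for *Gbx2* 0.110 (adjusted p = 0.564). In the dLG, *Gbx2* was at only 0 to 2.72 CPM, so its low r rests partly on few counts and does not exclude RNA from neurons. Spearman’s rho was 0.896, 0.802, 0.808, 0.698, and 0.747 for the first 5 genes, 0.533 for *Zic1*, and 0.335 for *Gbx2*. Its adjusted p from the same permutations was 0.0265, 0.0636, 0.0339, 0.0570, and 0.0265 for the 5 genes. For *Lef1* and *Rora* it was thus weaker than that of r. For *Zic1* and *Gbx2* it was 0.187 and 0.2665. Within the 8 thalamic libraries of the largest library number series, r was 0.982, 0.976, 0.928, 0.824, and 0.631, and 0.881 for *Zic1* and 0.492 for *Gbx2*. Without the pair of libraries farthest from the median of the marker level, MGv replicate a and VPM replicate b, r was 0.9305, 0.830, 0.809, 0.675, and 0.651, and 0.629 for *Zic1* and 0.0504 for *Gbx2*. RNA from neurons remains a candidate explanation for the variation of the 5 genes between libraries of a nucleus. It was not tested whether it accounts for their difference between the regions. The paper argues against neurons contaminating its astrocyte data, from single-cell data, in situ hybridization, and qPCR of cultured astrocytes. Those experiments were not analysed here.

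In dLG replicate c, 17749 genes were detected, while the other dLG libraries had fewer counts and each detected at least 21052 genes, so a lower depth cannot account for it.

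Of 8 immediate early genes, 7 were lower in the VPM than in the other nuclei past the threshold, each in 4 of 4 libraries. Their log2FC were -1.54 for *Fos*, -2.49 for *Fosb*, -1.30 for *Jun*, -2.002 for *Junb*, -1.39 for *Egr1*, -1.20 for *Ier2*, and -1.31 for *Nr4a1*, with adjusted p of 0.0162, 0.0171, 0.0198, 0.00246, 0.00462, 0.00462, and 0.0159. *Dusp1* was not past the threshold (log2FC -0.49, adjusted p = 0.236, 3 of 4). In the MGv, 5 of the 8 genes were higher than in the other nuclei past the threshold, each in 4 of 4 libraries, with log2FC of 1.603 for *Junb*, 1.08 for *Ier2*, 1.14 for *Egr1*, 1.22 for *Fos*, and 0.98 for *Nr4a1* (adjusted p of 0.00461, 0.00776, 0.0124, 0.0683, and 0.0884). The mean of the others includes the low VPM in these contrasts. Between the dLG and the MGv none of the 5 genes passed the threshold, although *Junb*, *Ier2*, and *Egr1* had an unadjusted p under 0.05, while between the dLG and the VPM each of the 5 passed. A higher level in the MGv is thus not shown apart from the low level in the VPM. A response to the dissociation of the tissue that differed between dissections is a candidate explanation, and cannot be told apart from a difference between the nuclei.

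*Gfap*, whose promoter drives the reporter, was at 495 ± 45.1 CPM in the cortex, 534 ± 567 in the dLG, 12.3 ± 4.77 in the VPM, and 1864 ± 2494 in the MGv, where single libraries ranged from 36.1 to 5525 CPM. Its log2FC was -6.37 in the VPM (adjusted p = 0.00946, 4 of 4 libraries) and 4.55 in the MGv (adjusted p = 0.0145, 3 of 4). With the library number series as a covariate, these were -6.53, past the threshold, and 4.44, no longer past it (adjusted p = 0.125, same test). The log2FC in the MGv hardly changed, so the lost threshold does not show that the series accounts for it, and does not exclude it. Between the dLG and the MGv, *Gfap* did not pass the threshold (log2FC -1.81), so a higher level in the MGv is not shown apart from the low level in the VPM. No other explanation was tested.

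Of the genes of Fig. 6, B and D, *Pou2f2* had a log2FC of 1.96 between the regions (adjusted p = 0.00522, 13 of 13 thalamic libraries above the cortical median), and *Bcl11b*, the gene of Ctip2, one of 0.33 (adjusted p = 0.4925, 10 of 13). Their levels were 4.09 ± 0.989 and 12.2 ± 5.56 CPM in the cortex and 16.0 ± 8.18 and 15.2 ± 3.34 CPM in the thalamus.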
